# Genetic redundancy of GATA factors in the extraembryonic trophoblast lineage ensures the progression of preimplantation and postimplantation mammalian development

**DOI:** 10.1242/dev.145318

**Published:** 2017-03-01

**Authors:** Pratik Home, Ram Parikshan Kumar, Avishek Ganguly, Biswarup Saha, Jessica Milano-Foster, Bhaswati Bhattacharya, Soma Ray, Sumedha Gunewardena, Arindam Paul, Sally A. Camper, Patrick E. Fields, Soumen Paul

**Keywords:** Mammalian development, GATA2, GATA3, Trophoblast stem cells, Placenta, Mouse, Human

## Abstract

GATA transcription factors are implicated in establishing cell fate during mammalian development. In early mammalian embryos, GATA3 is selectively expressed in the extraembryonic trophoblast lineage and regulates gene expression to promote trophoblast fate. However, trophoblast-specific GATA3 function is dispensable for early mammalian development. Here, using dual conditional knockout mice, we show that genetic redundancy of *Gata3* with paralog *Gata2* in trophoblast progenitors ensures the successful progression of both pre- and postimplantation mammalian development. Stage-specific gene deletion in trophoblasts reveals that loss of both GATA genes, but not either alone, leads to embryonic lethality prior to the onset of their expression within the embryo proper. Using ChIP-seq and RNA-seq analyses, we define the global targets of GATA2/GATA3 and show that they directly regulate a large number of common genes to orchestrate stem versus differentiated trophoblast fate. In trophoblast progenitors, GATA factors directly regulate BMP4, Nodal and Wnt signaling components that promote embryonic-extraembryonic signaling cross-talk, which is essential for the development of the embryo proper. Our study provides genetic evidence that impairment of trophoblast-specific GATA2/GATA3 function could lead to early pregnancy failure.

## Abstract (precis)

**Summary:** During trophoblast development in mice, GATA2 and GATA3 act synergistically by directly regulating a large number of common genes, and together are important to ensure trophoblast lineage progression.

## INTRODUCTION

The extraembryonic trophoblast cell lineage is unique to mammals and is essential for successful progression of mammalian reproduction. Trophoblast cells only exist during embryonic development and originate during the first cell fate decision in preimplantation embryos (Cockburn and Rossant, 2010; Pfeffer and Pearton, 2012; Roberts and Fisher, 2011; Rossant and Cross, 2001). Subsequently, trophoblast cells mediate implantation of the developing embryo into the uterus and establish a maternal-fetal interface for vascular connection with the mother for nutrient and gas transport to the embryo (Rossant and Cross, 2001). Failure in the determination of the trophoblast lineage during preimplantation development leads to defective embryo implantation (Cockburn and Rossant, 2010; Pfeffer and Pearton, 2012; Roberts and Fisher, 2011; Rossant and Cross, 2001), which is a leading cause of infertility. After implantation, defective development and function of trophoblast progenitors lead to either early pregnancy failure or pregnancy-associated complications such as intrauterine growth retardation (IUGR), pre-eclampsia (Myatt, 2006; Pfeffer and Pearton, 2012; Redman and Sargent, 2005; Rossant and Cross, 2001), or cause postnatal or adult diseases (Gluckman et al., 2008).

Development of the trophoblast cell lineage is a multistep process (Fig. S1) and begins with the establishment of the trophectoderm (TE) in blastocysts. The TE mediates blastocyst implantation and is the source of trophoblast stem and progenitor cells (TSPCs). In the early postimplantation mouse embryo, TSPCs proliferate and differentiate to develop the extraembryonic ectoderm (ExE). Later, at about embryonic day (E) 7.0-8.0, the ectoplacental cone (EPC) and chorion develop. Subsequently, lineage-specific trophoblast progenitors arise from TSPCs, which differentiate to specialized trophoblast subtypes leading to successful placentation. Thus, trophoblast lineage development relies upon the proper spatial and temporal regulation of gene expression during: (1) TE development in the preimplantation embryo; (2) maintenance of self-renewal within TSPCs of the early postimplantation embryo; and (3) subsequent differentiation of trophoblast progenitors to specialized trophoblast subtypes of the mature placenta.

Studies with gene knockout mice and mouse trophoblast stem cells (TSCs) implicated several transcription factors, including GATA3, in the regulation of trophoblast lineage development (Barak et al., 1999; Hemberger et al., 2010; Home et al., 2009; Keramari et al., 2010; Nishioka et al., 2008; Ralston and Rossant, 2008; Russ et al., 2000; Strumpf, 2005; Yagi et al., 2007). Our and other laboratories have reported that GATA3 is selectively expressed in extraembryonic TE and TSPCs during early mouse development and is involved in TE-specific gene regulation (Home et al., 2009; Ralston et al., 2010). Also, ectopic expression of *Gata3* in mouse embryonic stem cells (ESCs) or mouse fibroblasts is able to instigate trophoblast fate (Benchetrit et al., 2015; Kubaczka et al., 2015; Ralston et al., 2010). However, *Gata3-*null mouse embryos die at ∼E11.5 due to defective neuroendocrine system development (Lim et al., 2000; Pandolfi et al., 1995), indicating that trophoblast-specific GATA3 function is not essential for early mammalian development.

Like GATA3, GATA2 is also implicated in the regulation of a few trophoblast genes in the mouse placenta (Bai et al., 2011; Ma et al., 1997; Ray et al., 2009). Both GATA2 and GATA3 are selectively expressed in the TE of the preimplantation human embryo (Assou et al., 2012; Blakeley et al., 2015). However, *Gata2-*null mouse embryos die at ∼E10.5 due to defective hematopoiesis (Tsai and Orkin, 1997), indicating that, like GATA3, trophoblast-specific GATA2 function is not essential for early mammalian development. Thus, although both GATA2 and GATA3 are implicated in gene regulation at different stages of trophoblast lineage development, individual functions of GATA2 or GATA3 are dispensable for this process.

As GATA factors often show functional redundancy during the development of other tissues (Fujiwara et al., 2004; Peterkin et al., 2007), we hypothesized that GATA2 and GATA3 might exhibit functional redundancy in the developing trophoblast lineage. To test this hypothesis, we established inducible gene knockout mice, in which *Gata2* and *Gata3* could be conditionally deleted individually or in combination. We discovered that combinatorial functions of GATA2 and GATA3 are important to establish trophoblast lineage development in both pre- and postimplantation embryos. Both GATA2 and GATA3 target transcriptionally active and silent genes to orchestrate developmental stage-specific gene expression programs in TSPCs, which in turn ensure both pre- and early postimplantation mammalian development. Owing to the lack of an early trophoblast phenotype in these gene knockouts, it remains unknown whether trophoblast-specific functions of GATA2 and GATA3 are essential to assure the early development of mammalian embryos.

## RESULTS

### Expression of GATA2 and GATA3 is restricted to extraembryonic trophoblast cells during early mouse development

During preimplantation mouse development, *Gata3* mRNA expression is induced at the 4-cell stage, and GATA3 protein is detectable during the 8- to 16-cell transition (Home et al., 2009; Ralston et al., 2010). However, in a mature blastocyst, GATA3 mRNA and protein expression becomes restricted to the TE lineage (Home et al., 2009; Ralston et al., 2010). Recently, other studies showed that both *GATA2* and *GATA3* mRNAs are selectively expressed within the TE lineage of the human preimplantation embryo (Assou et al., 2012; Blakeley et al., 2015). However, GATA2 protein expression is not well documented during preimplantation development. We therefore followed GATA2 protein expression at different stages of mouse preimplantation development. We found low levels of GATA2 protein in blastomeres of 2- to 16-cell embryos. However, GATA2 expression was upregulated in outer TE lineage cells and repressed in the inner cell mass during blastocyst maturation (Fig. 1A). In mature blastocysts, both GATA2 and GATA3 were only expressed within the TE lineage (Fig. 1B).

**Fig. 1.**
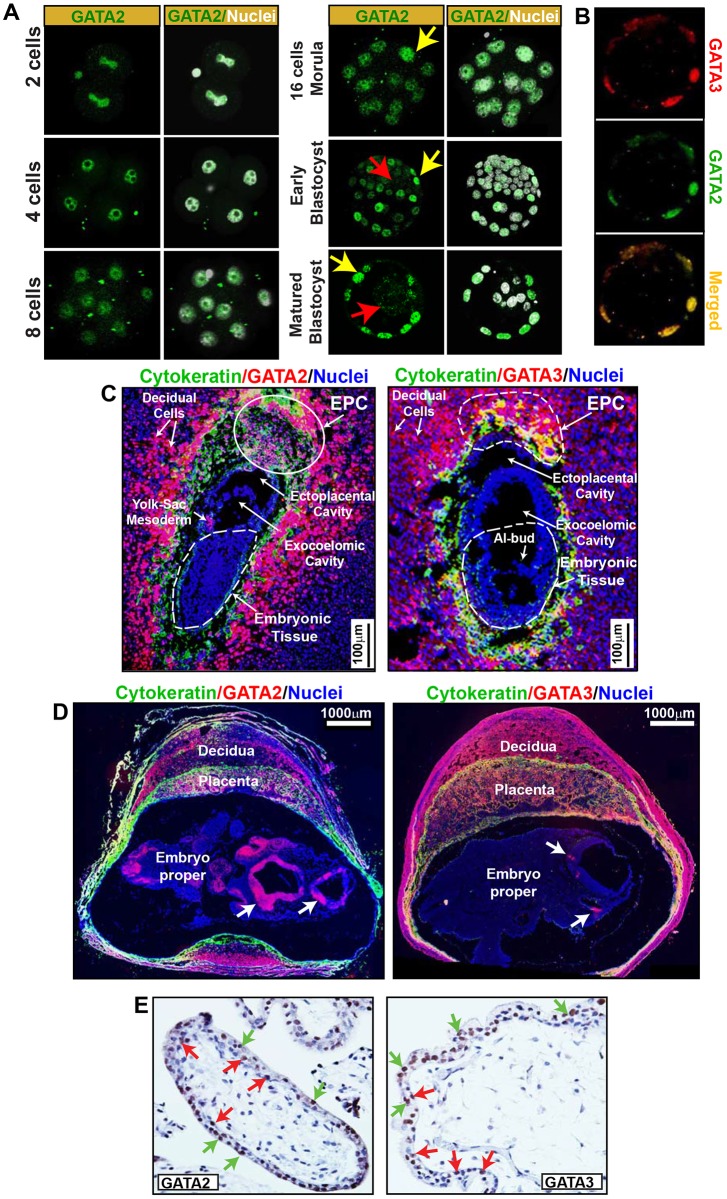
**GATA2 and GATA3 are selectively expressed in trophoblast cells of preimplantation and early postimplantation mammalian embryos.** (A) Immunofluorescence images showing GATA2 expression at different stages of preimplantation mouse development. During blastulation, GATA2 is induced in the outer TE lineage (yellow arrows) but is repressed in the inner cell mass lineage (red arrows). (B) A mouse blastocyst showing that both GATA2 and GATA3 are selectively expressed within the TE lineage. (C) ∼E7.5 mouse implantation sites showing pan-cytokeratin, GATA2 (left), GATA3 (right) and nuclei (DAPI). Outlined areas show ectoplacental cone (EPC) and embryonic tissue. (D) E10.5 mouse implantation sites showing pan-cytokeratin, GATA2 (left), GATA3 (right) and nuclei (DAPI). At this stage, GATA2 and GATA3 are expressed in both embryonic cells (arrows) and extraembryonic tissues. (E) Immunohistochemistry showing that both GATA2 (left) and GATA3 (right) are selectively expressed within trophoblast cells [both cytotrophoblast progenitors (red arrows) and syncytiotrophoblasts (green arrows)] of a first-trimester (8 week) human placenta.

We also tested GATA2 and GATA3 protein expression in early postimplantation mouse embryos. Up to Theiler stage 10c (∼E7.25), expression of GATA2 and GATA3 was mostly confined to the extraembryonic trophoblast cells, including TSPCs within the EPC (Fig. 1C). At ∼E7.25-7.5, a few cells of the extraembryonic yolk sac mesoderm also began to express GATA2 protein (Fig. 1C). However, GATA2 and GATA3 proteins were not expressed in the embryonic cells prior to E7.5. Subsequently, GATA2 and GATA3 expression was induced in the embryo proper and also maintained in trophoblast cells (Fig. 1D).

Thus, our study confirmed a trophoblast-specific expression pattern of GATA2 and GATA3 during blastocyst maturation and early postimplantation development in the mouse. We also examined GATA2 and GATA3 expression within trophoblast progenitors of developing first-trimester human placenta and found that the simultaneous expression of GATA2 and GATA3 in cytotrophoblast progenitors is a conserved event during early human development (Fig. 1E).

### GATA factors are essential to establish a functional TE lineage during preimplantation mouse development

To test the functional importance of GATA2 and GATA3 during early mouse development, we studied conditional knockout mice in which *Gata2* and *Gata3* could be efficiently deleted individually (*Gata2*-KO or *Gata3*-KO) or in combination (*Gata*-DKO), by inducing the activity of a Cre-ERT2 recombinant protein with tamoxifen (Fig. S2). Given that the expression of both GATA factors is restricted to within the developing trophoblast lineage of the early mouse embryo, this inducible gene knockout system allowed us to study trophoblast-specific GATA2/GATA3 functions at distinct stages of early mouse development.

Previously, using an RNAi strategy, we showed that GATA3 depletion in preimplantation mouse embryos partially impairs blastocyst maturation (Home et al., 2009). However, preimplantation mouse development in the absence of both GATA2 and GATA3 was not tested. Therefore, we began our study by examining the importance of individual as well as combinatorial GATA2/3 function during preimplantation mouse development. We isolated fertilized embryos at E0.5, induced GATA gene deletion with tamoxifen and monitored preimplantation development *ex vivo* (Fig. 2A-D). We found that GATA2 is dispensable for blastocyst maturation (Fig. 2B,C) and, similar to the RNAi findings, conditional deletion of *Gata3* partially affected blastocyst maturation (Fig. S3A). Interestingly, combinatorial loss of both GATA factors also resulted in a mixed preimplantation phenotype. A large number of *Gata*-DKO embryos failed to form blastocysts. However, several of the *Gata*-DKO embryos matured to the blastocyst stage (Fig. 2B,C) despite the fact that Cre-mediated gene excision resulted in the loss of both GATA proteins in those embryos (Fig. 2D).

**Fig. 2.**
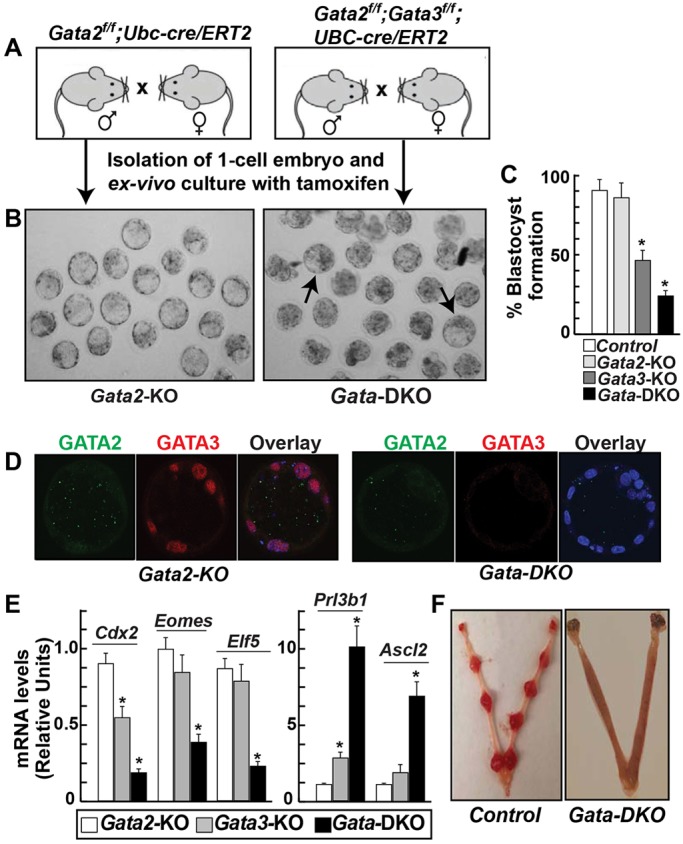
**Combinatorial loss of GATA2 and GATA3 impairs functional TE development.** (A) Experimental strategy to define the importance of GATA factors during mouse preimplantation development. (B) Micrographs show that the loss of GATA2 is dispensable for blastocyst maturation, whereas loss of both GATA2 and GATA3 results in a partial defect in blastocyst formation. Arrows indicate matured blastocysts with deleted GATA genes. (C) The percentage of preimplantation embryos that matured to the blastocyst stage upon loss of GATA factors. Mean±s.e., *n*=3, *P≤0.01. (D) Immunofluorescence confirmed the loss of GATA2 expression in *Gata2*-KO blastocysts and loss of both GATA2 and GATA3 expression in *Gata*-DKO blastocysts. Blue stain is DAPI. (E) Analysis of mRNA expression, showing significant changes in TE-specific genes in *Gata-*DKO embryos compared with *Gata2*-KO or *Gata3*-KO embryos. The expression level of a gene in control embryos was considered 1. Mean±s.e., *n*=3, *P≤0.001. (F) Uterine horns from E7.5 pseudopregnant female mice that received control (left) or *Gata-*DKO (right) blastocysts. *Gata-*DKO blastocysts showed implantation failure.

Next, we tested whether *Gata*-DKO blastocysts have altered expression of TE-specific genes. Our analysis confirmed that the mRNA expression of several TE-specific genes, including the GATA targets *Cdx2*, *Eomes* and *Elf5*, was strongly downregulated (Fig. 2E) in *Gata*-DKO preimplantation embryos. By contrast, mRNA expression of *Prl3b1* and *Ascl2*, which are predominantly expressed in differentiated trophoblast cells, was highly induced in *Gata*-DKO preimplantation embryos (Fig. 2E). Interestingly, except for *Cdx2* mRNA expression in *Gata3-*KO embryos, none of these genes was significantly altered in expression in *Gata2-*KO or *Gata3-*KO embryos (Fig. 2E). *Cdx2* expression was repressed by ∼40% in *Gata3-*KO embryos and reduced by >80% in *Gata-*DKO embryos. These results indicated that although a few *Gata*-DKO preimplantation embryos could mature to the blastocyst stage, TE-specific gene expression is altered in those embryos. We next tested the *in utero* implantation efficiency of *Gata*-DKO blastocysts.

As continuous tamoxifen exposure could negatively affect the implantation efficiency of a blastocyst (Dao et al., 1996), we used two different experimental strategies to test implantation efficiency of *Gata*-DKO blastocysts. First, we ectopically expressed Cre recombinase in *Gata2^f/f^;Gata3^f/f^* preimplantation embryos via lentiviral transduction (Fig. S3B). We found that ectopic Cre-mediated excision of GATA genes also resulted in a mixed phenotype and several *Gata*-DKO embryos matured to the blastocyst stage (Fig. S3B). However, those *Gata*-DKO blastocysts failed to implant when they were transferred to the uterine horns of pseudopregnant surrogate female mice (Fig. 2F).

In the second approach, we transiently cultured both wild-type and *Gata2^f/f^;Gata3^f/f^;UBC-cre/ERT2* preimplantation embryos with tamoxifen (Fig. S4). The transient tamoxifen exposure ensured GATA gene deletion and defective blastocyst maturation in the majority of the *Gata*-DKO embryos (data not shown). We transferred transiently tamoxifen-exposed *Gata2^f/f^;Gata3^f/f^;UBC-cre/ERT2* and wild-type embryos, which matured to the blastocyst stage, to the uterine horns of pseudopregnant mice. Wild-type blastocysts with tamoxifen exposure readily implanted (Fig. S4), indicating that transient exposure to tamoxifen does not affect blastocyst implantation efficiency. However, blastocysts that developed from *Gata*-DKO blastocysts after transient exposure to tamoxifen failed to implant (Fig. S4). Collectively, these results indicated that although GATA2 and GATA3 functions are not essential for blastocoel cavitation they are required to maintain proper gene expression balance and implantation efficiency within the developing TE lineage.

### GATA2/GATA3 functions in the trophoblast lineage are essential for postimplantation mammalian development

As GATA2 and GATA3 are selectively expressed in TSPCs of the early postimplantation mouse embryo (Fig. 1), we also tested the importance of TSPC-specific GATA2/GATA3 function during early postimplantation development. For this study, we started tamoxifen treatment at ∼E5.5, as the presence of tamoxifen on or before E4.5 affects the implantation process (Bloxham and Pugh, 1977; Dao et al., 1996; Pugh and Sumano, 1982). Also, we crossed *Gata2^f/f^;Gata3^f/f^;UBC-cre/ERT2* males with *Gata2^f/f^;Gata3^f/f^* females to confine GATA gene deletion to within developing embryos.

Individual deletion of *Gata2* or *Gata3* induces mouse embryonic lethality after E10.5 (Pandolfi et al., 1995; Tsai et al., 1994). Therefore, after inducing *Gata2*/*Gata3* deletion at E5.5, we monitored embryonic development on or before E9.5 (Fig. 3A). As expected, individual loss of GATA2 or GATA3 did not induce embryonic lethality by E9.5 (Table 1). However, combinatorial deletion of *Gata2* and *Gata3* at E5.5 prevented development of most of the embryos, resulting in embryonic death/loss at implantation sites before E7.5 (Fig. 3B). Although a few embryos developed, they died at ∼E7.5-8.0 and none developed beyond Theiler stage 12a (∼E8) (Fig. 3C). Furthermore, analysis of surviving *Gata*-DKO conceptuses revealed impaired placentation (Fig. 3C-E). ExE/EPC regions were not properly developed in *Gata*-DKO conceptuses and were characterized by near complete loss of CDX2-expressing TSPCs (Fig. 3D). Similarly, when analyzed at E9.5, the *Gata*-DKO conceptuses revealed defective embryonic-extraembryonic attachment and were characterized by near complete loss of trophoblast progenitors (Fig. 3E) at the maternal-fetal interface.

**Fig. 3.**
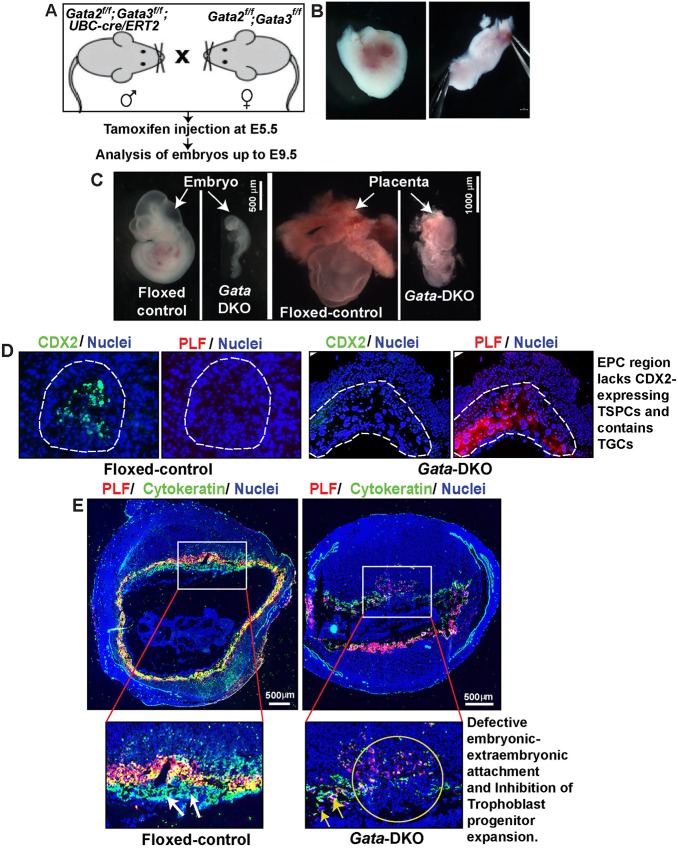
**Concurrent loss of GATA2 and GATA3 impairs early postimplantation development.** (A) Mating strategy to define the importance of GATA2 and GATA3 during early postimplantation mouse development. (B) An E7.5 *Gata*-DKO conceptus without the developing embryo inside. Left, before dissection; right, after dissection. (C) Control and *Gata*-DKO conceptuses were isolated at ∼E9.5 and examined for embryonic morphology (left) and placentation (right). The image of the *Gata*-DKO embryo is representative of a few embryos that developed to Theiler stage 12a. None of the *Gata*-DKO embryos developed beyond this stage. (D) Fluorescence images showing loss of CDX2-expressing (green) TSPCs but the presence of proliferin-expressing (PLF, also known as PRL2C2; red) TGCs within the prospective EPC region of an E7.5 *Gata*-DKO conceptus. (E) Placentation at control and *Gata-*DKO implantation sites was analyzed at ∼E9.5 (images are not on the same scale). Sections were immunostained with pan-cytokeratin (green) and for the TGC marker PLF (red). The maternal-fetal interface in the *Gata*-DKO embryo lacks trophoblast progenitors (insets, white arrows in control) but contains the primary TGC layer (yellow arrows). Also, unlike the control, the developmentally arrested *Gata*-DKO embryo proper is attached to the placentation site.

**Table 1.**
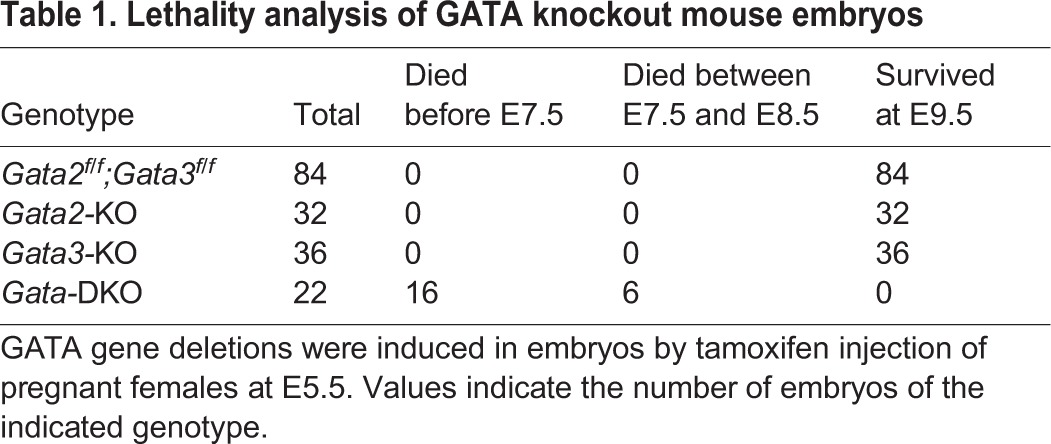
**Lethality analysis of GATA knockout mouse embryos**

Next, we asked whether combinatorial functions of GATA2 and GATA3 are essential for the development of differentiated trophoblast subtypes. In a developing mouse embryo, progenitors for differentiated trophoblast subtypes arise within the EPC and the chorionic ectoderm at ∼E8.0-8.5 (Fig. S1). Therefore, to test the importance of GATA factors during trophoblast progenitor differentiation, we induced *Gata2/Gata3* deletion at E7.5. At E7.5, GATA3 is not expressed in embryonic cells, and we were unable to determine GATA2 protein expression in the embryo proper before E7.5. Individual knockout of *Gata2* or *Gata3* induces mouse embryonic death on or after E10.5, so we analyzed embryonic development on or before E10.5 (Fig. 4A). Deletion of both GATA factors at E7.5 induced embryonic death at an earlier stage (∼E9.5) than the individual knockouts (Fig. 4B). Placenta development was not overtly affected in either *Gata2*-KO or *Gata3*-KO embryos (Fig. 4B). By contrast, placentae in *Gata*-DKO embryos were significantly smaller, with severely reduced labyrinth zones and significantly smaller junctional zones (Fig. 4C,D). Furthermore, junctional zones of *Gata*-DKO placentae were characterized by significant reduction of spongiotrophoblast (SpT) cells (Fig. 4E) without any significant loss in the trophoblast giant cell (TGC) population. Interestingly, complete loss of blood development (a more severe phenotype than that shown by *Gata2*-KO embryos) was also observed in *Gata*-DKO embryos and placentae (Fig. 4B). This complete loss of hematopoiesis is being studied in detail and will be reported elsewhere.

**Fig. 4.**
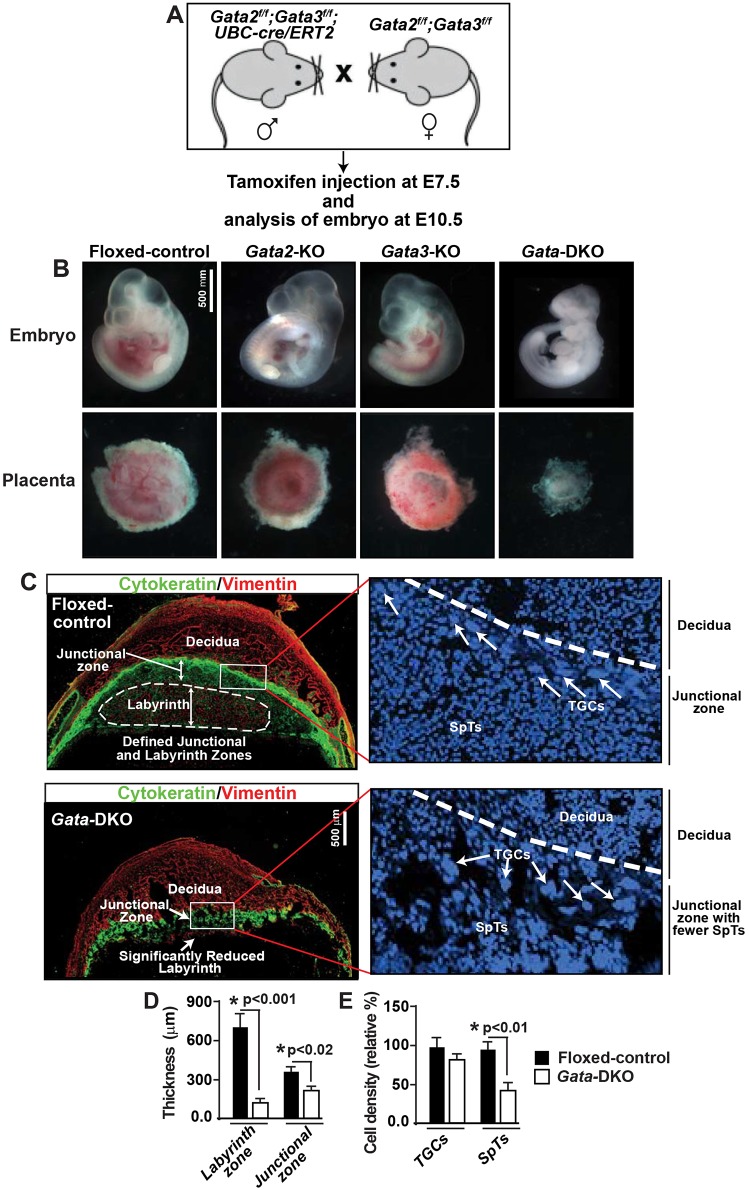
***Gata2* and *Gata3* ablations in differentiating trophoblast cells impair placental development and induce early embryonic lethality.** (A) Experimental strategy to define the importance of GATA factors during the differentiation of trophoblast progenitors to specialized trophoblast cells. (B) E10.5 embryos and placentae showing severe developmental defects in *Gata-*DKO compared with *Gata2*-KO, *Gata3*-KO and control embryos. (C) Immunofluorescence analyses showing a severe reduction of the labyrinth zone in the *Gata-*DKO placenta compared with the control. Pan-cytokeratin was used to mark the trophoblast layers, while vimentin was used to differentiate the junctional zone from the labyrinth zone and the uterine tissue. Insets show magnified regions of junctional zones with the presence of TGCs (arrows). (D) Quantitative analysis of the width of the labyrinth and junctional zones in control and *Gata*-DKO placentae. (E) Quantitative cell density analysis showing that the junctional zone in *Gata-*DKO placentae contains a similar number of TGCs to the control but is associated with significantly fewer spongiotrophoblast (SpT) cells. Error bars indicate mean±s.e., *n*=3.

Collectively, conditional gene deletions at distinct developmental stages revealed that GATA2 and GATA3 functions in the extraembryonic trophoblast lineage are essential for both pre- and postimplantation embryonic development.

### GATA factors fine-tune gene expression to maintain trophoblast stem state

Trophoblast genes that are directly regulated by GATA2 and/or GATA3 are incompletely defined. An earlier study (Kidder and Palmer, 2010) used chromatin immunoprecipitation (ChIP) with DNA microarray hybridization analysis to investigate GATA3 binding at 28,000 promoter regions in mouse TSCs. However, global targets of GATA2, as well as GATA3 targets beyond the gene promoters, have not been defined in TSCs. Also, how GATA2 and GATA3 orchestrate different stages of trophoblast development is not well characterized. We hypothesized that, being pioneer transcription factors (Chen and Dent, 2014; Zaret and Carroll, 2011), GATA2 and GATA3 could target both open and silent chromatin regions in trophoblast cells to instigate developmental stage-specific gene expression programs, thereby establishing stem/progenitor versus differentiated cell fate. To test this hypothesis, we established TSCs in which *Gata2* and *Gata3* could be conditionally deleted individually (*Gata2-*KO and *Gata3*-KO) or in combination (*Gata*-DKO) (Fig. 5A, Fig. S5A,B) and asked whether a GATA factor-dependent transcriptional program is important to balance TSC self-renewal with differentiation. Our *in vitro* cell culture studies of TSCs maintained in undifferentiated culture with fibroblast growth factor 4 (FGF4) and heparin showed that loss of GATA2 and GATA3 induced TSC differentiation, leading to loss of stem-state colony morphology (Fig. 5A). Furthermore, the *Gata*-DKO TSCs failed to form chimera with the developing TE lineage when they were injected into developing preimplantation mouse embryos (Fig. 5B,C). By contrast, *Gata2-*KO TSCs or *Gata3-*KO TSCs maintained their self-renewal ability, although they showed a higher propensity for spontaneous differentiation than the wild-type control TSCs in standard TSC culture conditions (Fig. S5A). These studies indicated that whereas either GATA2 or GATA3 is dispensable, TSCs that have lost both GATA factors are unable to maintain the stem state.

**Fig. 5.**
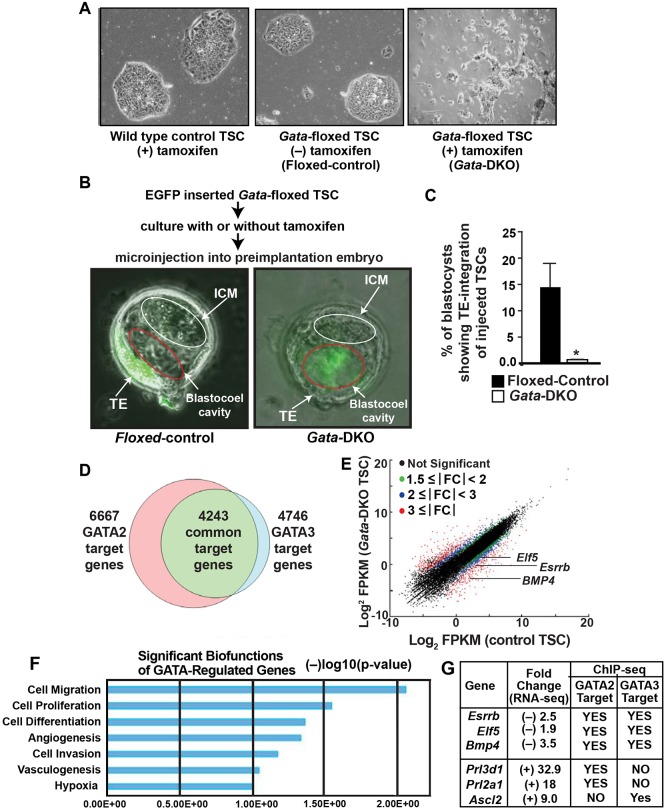
**Loss of GATA factors impairs the stem-state gene expression program in TSCs and primary TSPCs.** (A) Micrographs of control and *Gata2^f/f^;Gata3^f/f^;UBC-cre/ERT2* (*Gata*-floxed) TSC colonies in standard TSC culture conditions. Unlike wild-type TSCs (left), *Gata*-floxed TSCs that were cultured with tamoxifen to delete GATA genes (*Gata*-DKO, right) lost the stem-state colony morphology. *Gata*-floxed TSCs that were cultured without tamoxifen (floxed-control, middle) maintained stem-state colony morphology. (B) TE chimerism analyses of TSCs. Micrographs show that, unlike floxed-control TSCs, *Gata-*DKO TSCs failed to integrate into the TE and remained within the blastocoel cavity. ICM, inner cell mass. (C) Quantitative plot of TE chimerism analyses. Mean±s.e., *n*=3, *P≤0.001. (D) Venn diagram showing the number of genes that are direct targets of GATA2 and/or GATA3 and that also showed significant changes in mRNA expression in *Gata*-DKO TSCs. (E) The scatter plot shows fold change in mRNA expression of common GATA2 and GATA3 target genes, including the TSC-specific genes *Bmp4*, *Esrrb* and *Elf5*, in control versus *Gata*-DKO TSCs. (F) Ingenuity pathway analysis showing major biological functions associated with GATA2/GATA3-regulated genes in TSCs. (G) Downregulation of TSC-specific genes and upregulation of differentiated trophoblast markers in *Gata*-DKO TSCs. These representative genes are also direct targets of GATA2 and/or GATA3.

To validate that GATA factors directly regulate key trophoblast genes we performed ChIP-seq analysis in wild-type control TSCs. We identified 12,949 GATA2 binding and 5638 GATA3 binding regions in the mouse TSC genome (Table S1A,B). RNA-seq analysis in control versus *Gata*-DKO TSCs showed that loss of both GATA factors altered the expression of 9775 genes by ≥1.5 fold (Table S2). 

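*Gata2* and *Gata3*, the genes deleted by Cre in this design, were examined first in each library. *Gata2* lies on chromosome 6 of GRCm38 from 88193891 to 88207032, and was at 13.8 FPKM in the library labelled control and at 111 FPKM in the library labelled *Gata*-DKO, 8.08-fold higher. *Gata3* lies on chromosome 2 from 9857078 to 9890034 and shares a row of the table with 9230102O04Rik, which overlaps it on the same strand from 9883041 to 9889540. This row was at 76.9 FPKM in the library labelled control and at 74.1 FPKM in the library labelled *Gata*-DKO. The targeted genes thus did not run with the labels, and each direction given for these data is drawn from the labels. The values are for whole genes and not for the floxed exons, so RNA that lacks those exons would still be counted. The paper states that tamoxifen excised the floxed alleles efficiently in the floxed TSC line. It also states that PCR showed the deletions in TSCs injected into embryos. Neither statement names these libraries. Among the stem-state cultures that Fig. 7A shows beside the differentiated ones, the RT-qPCR bars of *Ascl2* and *Prl3d1*, read by eye, are higher for *Gata*-DKO TSCs than for control TSCs, as between these libraries. Those of *Dlx3* and *Prdm1* are lower for *Gata*-DKO TSCs, as *Dlx3* is here and *Prdm1*, below 1 FPKM in both libraries, is not, and those of *Gcm1* and *Hand1* are close to each other, as these genes are here. The figure marks no test between stem-state bars. The paper states that its qRT-PCR in TSCs (Fig. S5C) runs with its RNA-seq, and for *Gata*-DKO TSPCs it reports *Esrrb*, *Elf5*, *Cdx2*, *Foxd3*, *Bmp4*, *Pcsk6* and *Dkk1* repressed and *Porcn* induced (Fig. 6D,E). Between these libraries *Esrrb*, *Bmp4*, *Pcsk6* and *Dkk1* run the same way by at least 1.5-fold and *Porcn* the other, with *Dkk1* and *Porcn* below 1 FPKM in both. *Elf5*, lower, and *Cdx2* were within 1.5-fold, and *Foxd3* was listed at 0 in both. *Ets2* and *Tfap2c*, which the paper reports as not significantly altered in *Gata*-DKO TSPCs, were higher here, as was *Furin* (*Pcsk3*). In *Gata*-DKO preimplantation embryos the paper reports *Prl3b1* and *Ascl2* induced and *Cdx2*, *Eomes* and *Elf5* repressed (Fig. 2E), of which *Ascl2*, *Elf5* and *Prl3b1*, below 1 FPKM in both libraries, run the same way here and *Cdx2* and *Eomes* were near level. Most of the changes in these measures run with the labels. In differentiating *Gata*-DKO TSPCs the paper reports impaired induction of *Ascl2*, and in placentae repression of *Ascl2*, *Prl3d1*, *Prl3b1* and *Prl2c2* (Fig. 7B,E), opposite to the direction here. *Dlx3*, repressed there too, is lower here as well. The paper takes the opposite directions of *Ascl2* and *Prl3b1* in TE and in differentiated trophoblast to imply regulation by developmental stage. None of these measures was made on these libraries, and they do not settle the labels. Of 5 measured GATA family genes, *Gata2* was the 1 gene at least 1.5-fold higher and none was lower. *Gata1* was at 7.21 and 6.46 FPKM and *Gata4* at 2.78 and 4.1 FPKM in the libraries labelled control and *Gata*-DKO.
The data are RNA-seq values from 1 control library and 1 *Gata*-DKO library of TSCs, cells derived from the blastocyst that self-renew with FGF4 and heparin. *Gata*-DKO TSCs in the paper come from a line with floxed *Gata2* and *Gata3* alleles and a Cre recombinase activated by tamoxifen. The paper shows both wild-type TSCs and untreated floxed TSCs as controls (Fig. 5A), and neither its text on RNA-seq nor the sample labels say which of them the control library is. The deposited columns name mouse TSCs for the control and Cre plus tamoxifen for the other. The paper states tamoxifen at 1 μg/ml, and the sample labels state the same dose of 4-hydroxytamoxifen for 48 h, for *Gata*-DKO cells only. Effects of the drug, of Cre activation and of the deletion therefore cannot be told apart between these libraries. The paper names the Genome Analyzer II as the instrument, whereas the series record names a HiSeq. The authors deposited FPKM, that is, fragments scaled to the length of the transcript and to the number of mapped fragments, and the submitters' processing notes name STAR, Cufflinks and Cuffdiff with GRCm38. The table holds 37101 rows, some of which name several genes of 1 locus. FPKM summed to 968307 in the library labelled control and to 758029 in the library labelled *Gata*-DKO, and 17967 and 18168 rows were above 0. The 3 highest rows, led by *Eef1a1*, held 43.7% and 32.5% of these sums. Read numbers are not in the table, but the value of a single read in the library labelled *Gata*-DKO, judged from genes with few reads, differed from that in the library labelled control by 0.03 on the log2 scale in genes under 0.8 kb and by 0.05 in genes over 4 kb. Log2 ratios of (FPKM + 0.1) were computed over the 12576 rows with an FPKM of at least 1 in at least 1 library. The pseudocount of 0.1 understates the change of low genes. With no replicate, no test was run, and every difference describes these 2 libraries only.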

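Among the genes furthest apart were genes of trophoblast giant cells and of the interferon response. *Prl2c5*, a prolactin family gene, was at 0.902 FPKM in the library labelled control and 307 FPKM in the library labelled *Gata*-DKO. *Hsd3b6*, a steroid dehydrogenase gene of giant cells, was at 0.419 and 49 FPKM, and *Usp18*, an interferon-induced protease gene, at 0.321 and 23 FPKM. The 12 highest ratios also held *Rtp4*, 129-fold higher, *Atp6v0c*, 111-fold higher, *Entpd1*, 88.6-fold higher, *Alkbh3*, 69.2-fold higher and the ribosomal protein gene *Rpl3*, 65-fold higher. *Zfp260*, at 0.0474 and 18.2 FPKM, and *Gpr50*, at 0.0192 and 7.78 FPKM, were among them, as were *Dynlt1a* and *Prl7d1*, which were listed at 0 in the library labelled control and at 13.5 and 8.43 FPKM in the other. Of the 12 lowest ratios, *Trim5*, *Clps*, *Npw*, *As3mt*, *H2-Bl* and *Crmp1* were listed at 0 in the library labelled *Gata*-DKO, and *Trim5* was at 27.2 FPKM in the library labelled control. *Prss50* was 151-fold lower, *Ccnb1ip1* 324-fold lower, *Apobec3* 96.3-fold lower, *Klk8* 71.7-fold lower and *Crabp1*, a retinoic acid binding protein gene, 49.4-fold lower. *Rpl23a* was 42.5-fold lower. *Rpl3* and *Rpl23a* have near-identical pseudogenes, and *Dynlt1a* and *Prl2c5* near-identical paralogs, so their values are uncertain.
In all, 3682 genes were at least 1.5-fold higher and 3340 at least 1.5-fold lower in the library labelled *Gata*-DKO, 7022 of the 12576 counted. When each library was rescaled to the same total, 5507 were higher and 2260 lower, as the median log2 ratio of all counted genes went from 0.05 to 0.41. That total rests in part on the *Eef1a1* row, which held 32.8% of the sum in the library labelled control and 15.9% in the other. Of 16 reference genes, none was higher and 3 were lower by this size, *Ppia* 2.36-fold, *Eef1a1* 2.63-fold and *B2m* 1.62-fold. The median log2 ratio of this list was -0.18, at percentile 32.6 of random lists matched on expression. The ratios followed transcript length. In the quintile of genes with the shortest transcripts 11.5% were higher and 45.0% lower, and in the quintile with the longest 51.8% were higher and 11.5% lower. Ratios centred within 20 bins of transcript length, an alternative chosen after the values were seen, gave 2483 genes higher and 2587 lower among the 10655 with a length.

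**Figure D1:**
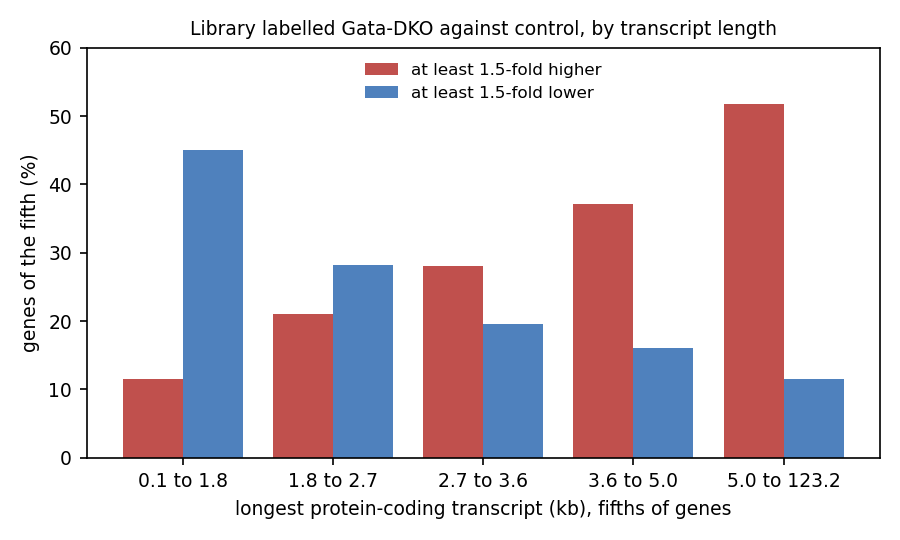
Genes at least 1.5-fold higher (red bars) or lower (blue bars) in the library labelled *Gata*-DKO than in the library labelled control, as a percentage of each quintile of genes (y axis), by the length of the longest protein-coding transcript in kb (x axis). The share of higher genes goes from 11.5% in the shortest quintile to 51.8% in the longest, and the share of lower genes from 45.0% to 11.5%.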

A comparative analysis of the ChIP-seq and RNA-seq data revealed that, among those 9775 genes, ∼68% are direct targets of either GATA2 (6667 genes) or GATA3 (4746 genes) and that ∼43% (4243 genes) have both GATA2 and GATA3 occupancy at their chromatin domains (Table S3, Fig. 5D). Thus, our global genomics analysis revealed that ∼90% of GATA3 target genes (4243 out of 4746 genes) are also targets of GATA2 in TSCs, strongly supporting functional redundancy of these two GATA factors in gene regulation during early trophoblast development.

Our analyses showed altered expression of a large number of genes that are targeted by both GATA2 and GATA3 in TSCs (Fig. 5E) and revealed multi-modal biological functions of dual GATA-regulated genes (Fig. 5F). Several of those GATA target genes are implicated in trophoblast and placenta development. For example, mRNA expression of *Elf5*, *Esrrb* and *Bmp4*, which are direct targets of both GATA2 and GATA3 (Fig. 5G) and are implicated in TSC self-renewal, was strongly repressed in *Gata*-DKO TSCs (Fig. 5E). 

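Genes of cell migration and hypoxia and, less clearly, of angiogenesis, functions named in Fig. 5F, were more often higher than lower in the library labelled *Gata*-DKO, whereas genes of S and M phase were lower or within 1.5-fold. The 4 lists were not chosen by GATA2 or GATA3 binding, and ChIP-seq data were not analysed here. Of 20 measured migration and invasion genes, 11 were at least 1.5-fold higher and 2 lower. *Plau*, the urokinase gene, was at 0.66 FPKM in the library labelled control and 13.1 FPKM in the library labelled *Gata*-DKO, and the integrin gene *Itgb3* was 8.31-fold higher. *Timp3*, an inhibitor of metalloproteinases, was 4.66-fold lower and *Itga1* 1.57-fold lower. Of 14 angiogenesis genes, 9 were higher and 4 lower, with *Vegfa*, which encodes vascular endothelial growth factor A, at 19.1 and 171 FPKM. *Angptl4* was 7.29-fold lower, and the row that joins *Eng* with *Ak1* 3.46-fold lower. Of 23 hypoxia and glycolysis genes, 11 were higher and 3 lower. *Ndrg1* was 4.8-fold higher, and the hexokinase gene *Hk1* was 2.58-fold lower. None of 26 S and M phase genes was 1.5-fold higher and 7 were lower, among them *Cdc20*, a mitotic regulator, 1.99-fold and *Bub1b* 1.96-fold. *Mcm6* and *Cenpe* were 1.43-fold and 1.42-fold higher.
The median log2 ratio was 0.74 for migration, 1.0 for angiogenesis, 0.57 for hypoxia and -0.32 for S and M phase. Among 10000 random lists matched on expression these medians stood at percentiles 99.7, 99.8, 99.5 and 5.08. When each library was rescaled to the same total, 3 S and M phase genes were higher and 2 lower, and 16 hypoxia genes were higher and 1 lower. With ratios centred within bins of transcript length, 7 angiogenesis genes were higher and 5 lower, with a median of 0.57, 11 migration genes were higher and 4 lower, and the median of the S and M phase list stood at percentile 0.45.

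**Figure D2:**
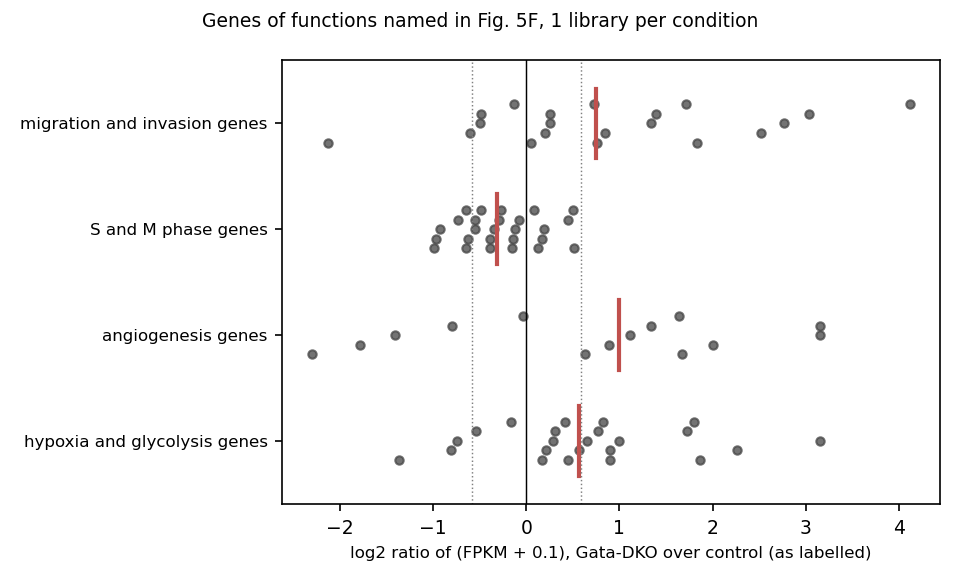
Log2 ratio of (FPKM + 0.1), library labelled *Gata*-DKO over library labelled control (x axis), for each measured gene (points) of 4 lists (y axis). Red lines are list medians, from -0.32 for S and M phase to 1.0 for angiogenesis, and dotted lines mark 1.5-fold.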

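*Bmp4*, *Esrrb* and *Elf5* were each lower in the library labelled *Gata*-DKO. *Bmp4*, which encodes a secreted ligand, lies on chromosome 14 of GRCm38 from 46383520 to 46390669 and was at 98.4 FPKM in the library labelled control and 28.1 FPKM in the library labelled *Gata*-DKO, 3.5-fold lower. *Esrrb*, an orphan nuclear receptor gene on chromosome 12 from 86361117 to 86521628, was at 70.5 and 31.2 FPKM, 2.26-fold lower. *Elf5*, an ETS factor gene on chromosome 2 from 103411688 to 103450989, was at 428 and 287 FPKM, 1.49-fold lower. Centred on the median of all counted genes, *Elf5* was 1.55-fold lower.
Of 19 measured genes of the TSC stem state, which include these 3, 6 were at least 1.5-fold lower, 2 were higher and 11 lay within 1.5-fold. The lowest ratios were those of *Zic3*, 6.6-fold lower at 1.55 and 0.234 FPKM, and of *Sox2*, 4.07-fold lower at 189 and 46.6 FPKM. *Ets2* was 3.41-fold higher and *Tfap2c* 1.53-fold higher. The median log2 ratio was -0.35, at percentile 7.82 of random lists matched on expression. With ratios centred within bins of transcript length, 9 were lower and 1 higher, at percentile 0.43, and with each library rescaled to the same total 5 were lower and 5 higher. Genes that respond to FGF signaling through ERK went both ways, with 4 of 15 higher and 5 lower. *Spry4* was 2.68-fold lower and *Etv4* 2.54-fold lower, whereas *Dusp4* was 5.08-fold higher and *Spred1* 2.66-fold higher. The median of this list was -0.19, at percentile 9.1, and after the length centring at percentile 1.96, and after the rescaling 7 were higher and 4 lower.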

Our qRT-PCR analyses also validated the RNA-seq data (Fig. S5C). By contrast, mRNA expression of the GATA targets *Prl3d1* and *Prl2a1*, which are only expressed in terminally differentiated TGCs, and *Ascl2*, which is induced in SpT cells, was upregulated in *Gata*-DKO TSCs (Fig. 5G). Furthermore, ChIP-seq analyses confirmed that all these genes are direct targets of either GATA2 or GATA3 in TSCs (Fig. 5G). Thus, our ChIP-seq and RNA-seq analyses indicated that GATA2 and GATA3 mediate two important functions in undifferentiated TSCs: (1) to maintain the transcription of key genes that promote the trophoblast stem state; and (2) to suppress the transcription of genes that promote TSC differentiation.

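*Prl3d1*, *Prl2a1* and *Ascl2* were all higher in the library labelled *Gata*-DKO. *Prl3d1*, which encodes placental lactogen I, lies on chromosome 13 of GRCm38 from 27094190 to 27100258 and was at 2.67 FPKM in the library labelled control and 87.7 FPKM in the library labelled *Gata*-DKO, 32.9-fold higher. *Prl2a1*, on the same chromosome from 27801654 to 27808729, was at 7.3 and 132 FPKM, 18-fold higher. *Ascl2*, a basic helix-loop-helix factor gene on chromosome 7 from 142966829 to 142969264, was at 3.92 and 35.4 FPKM, 9.02-fold higher. Of 25 listed genes of the placental prolactin family, 13 reached 1 FPKM in at least 1 library. All 13 were at least 1.5-fold higher, with a median log2 ratio of 4.92. Only *Prl2a1*, *Prl3d1*, *Prl7a1* and *Prl8a9* reached 1 FPKM in the library labelled control, so the others could not have been counted as lower. *Prl2c2*, a proliferin gene, was at 0.124 and 9.85 FPKM, and *Prl8a9* had the smallest difference of the 13, 3.99-fold. *Prl8a1* was listed at 0 and at 1.19 FPKM. Prolactin family paralogs are near-identical in part, so reads can be split between them.
Of 12 TGC genes outside this family, 8 were higher and none lower. *Hsd3b6*, *Ctsj* and *Ctsr* were below 1 FPKM in the library labelled control, so they could not have been counted as lower. *Ctsr*, a placental cathepsin gene, was listed at 0 and at 1.48 FPKM, whereas *Ccnd3* was 1.37-fold lower and *Cdkn1a* was at 63.2 and 58.4 FPKM. Of 25 listed genes of spongiotrophoblast, glycogen trophoblast and the EPC, 9 reached 1 FPKM in at least 1 library. Of these 9, 6 were higher and none lower. The others, among them *Tpbpa*, *Tpbpb* and *Prdm1*, were below 1 FPKM in both libraries. *Nrk* was 39.6-fold higher and *Psg29* 23.7-fold higher, whereas *Gjb5* was 1.47-fold lower and *Phlda2* was at 524 and 467 FPKM. *Psg29* was below 1 FPKM in the library labelled control, so it too could not have been counted as lower. With upper-quartile scaling 1 gene of each of these lists was at least 1.5-fold lower. Medians of the TGC and spongiotrophoblast lists were 1.71 and 1.34, and each of the 3 list medians stood at percentile 100 of random lists matched on expression. With ratios centred within bins of transcript length, the spongiotrophoblast median was 0.66.

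**Figure D3:**
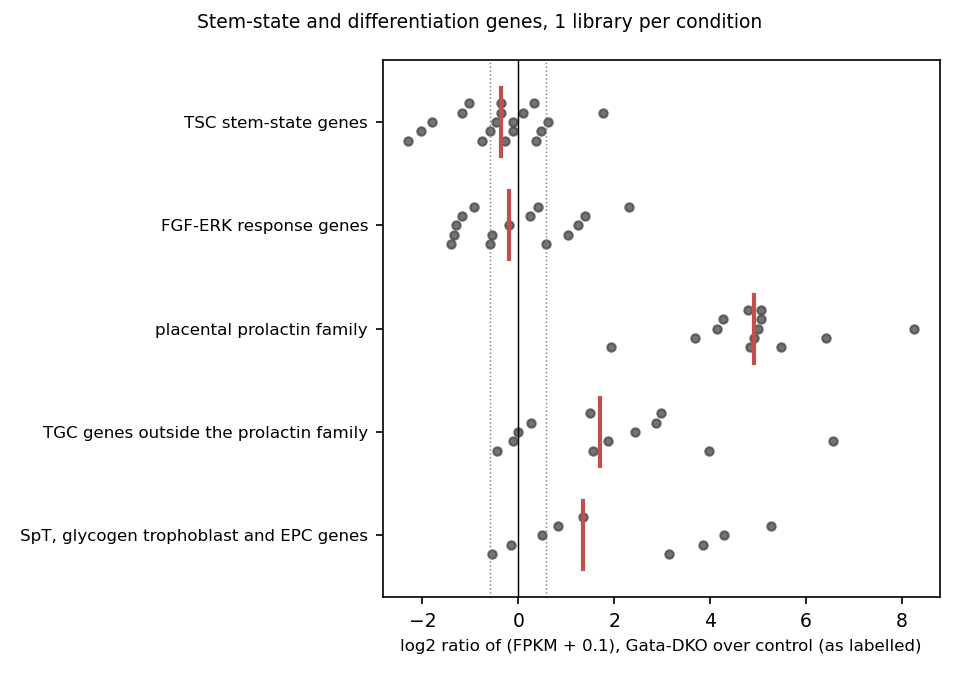
Log2 ratio of (FPKM + 0.1), library labelled *Gata*-DKO over library labelled control (x axis), for each measured gene (points) of 5 lists (y axis). Red lines are list medians and dotted lines mark 1.5-fold. All 13 prolactin family genes lie to the right of the 1.5-fold line, and the median of the TSC stem-state genes is -0.35.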

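The listed epiblast and ESC markers that reached 1 FPKM were mostly lower in the library labelled *Gata*-DKO. Those of primitive endoderm and of mesoderm, blood and endothelium went both ways. Of 5 measured epiblast and ESC markers, 4 were at least 1.5-fold lower and none was higher. All 5 were above 1 FPKM in the library labelled control. *Pou5f1*, *Nanog*, *Fgf4*, *Tdgf1* and *Fgf5* were below 1 FPKM in both libraries and were not counted. *Utf1* was at 405 FPKM in the library labelled control and 80.9 FPKM in the other, and *Dppa4* at 59.4 and 14 FPKM, whereas the pluripotency gene *Pou5f1* was at 0.439 FPKM and listed at 0. *Klf2* was 1.65-fold lower and *Zfp42* was at 27.2 and 22.8 FPKM. Of 8 primitive endoderm markers, 2 were higher and 2 lower, with *Col4a1* 3.38-fold higher and *Amn* 7.3-fold lower, and with each library rescaled to the same total 4 were higher. *Dab2* was 1.93-fold higher and *Foxa2* 2.34-fold lower. Of 6 measured markers of mesoderm, blood and endothelium, 2 were higher and 4 lower. *Cdh5*, the VE-cadherin gene, was at 5.55 and 119 FPKM and *Pecam1* at 8.61 and 21.4 FPKM, whereas *T* was 27.4-fold lower and *Hba-a1* 9.86-fold lower. List medians were -1.98, 0.3 and -1.21, at percentiles 0.02, 86.3 and 12 of random lists matched on expression. Among random lists not so matched, the mesoderm, blood and endothelium median stood at percentile 1.1. With ratios centred within bins of transcript length, the median of the primitive endoderm markers was -0.1.
From the lower stem-state genes and the higher genes of differentiated trophoblast in *Gata*-DKO TSCs, together with ChIP-seq binding at these genes, the paper reasons that GATA2 and GATA3 serve 2 functions in undifferentiated TSCs, keeping stem-state genes transcribed and holding back transcription of differentiation genes.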

To confirm GATA-mediated regulation of stem-state genes, we studied gene expression in primary TSPCs. We established *ex vivo* explant cultures with ExE/EPC from early postimplantation mouse embryos (Fig. 6A). These explant cultures contain nearly pure (≥97%) primary trophoblast cells (Fig. 6B) and could be maintained in stem/progenitor states in the presence of FGF4 and heparin in TSC culture conditions (Fig. 6A). Also, in the absence of FGF4 and heparin, TSPCs in the explant culture undergo differentiation (Fig. 6A).

**Fig. 6.**
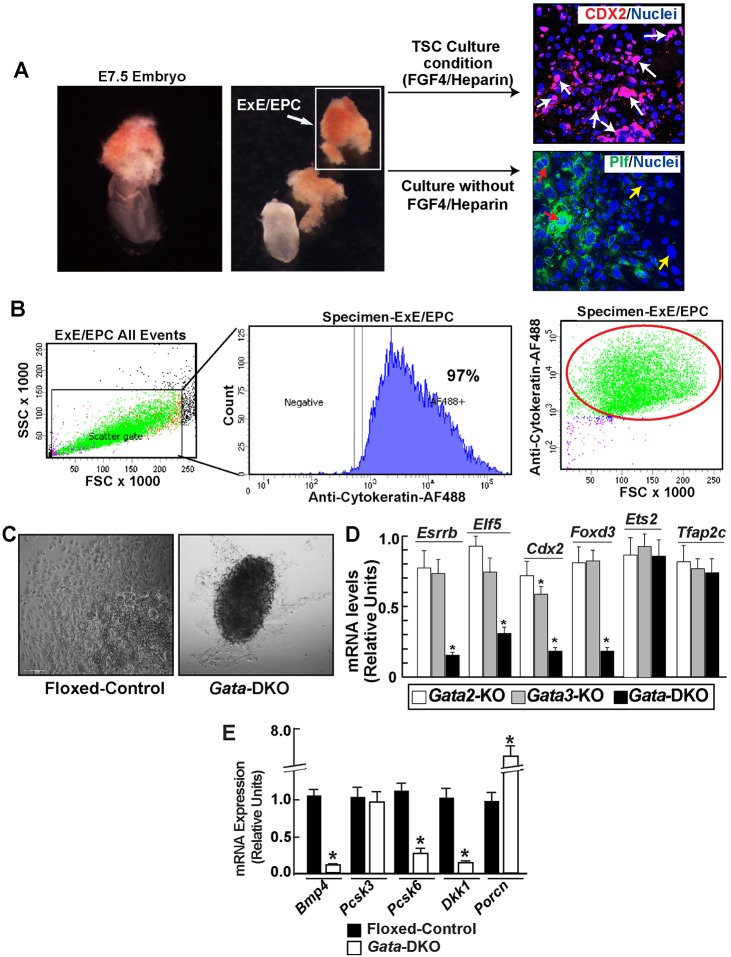
**GATA factors are required to activate developmental stage-specific gene expression in trophoblast progenitors to ensure differentiation and embryonic-extraembryonic cross-talk.** (A) ExE/EPC explant cultures, maintained in the presence of FGF4 and heparin, showed the presence of CDX2-expressing TSPCs (white arrows). Explants cultured in the absence of FGF4 undergo differentiation. In this condition, TSPCs differentiate into multiple cell types, including TGCs with (red arrows) or without (yellow arrows) expression of proliferin, a marker of parietal TGCs. (B) FACS using intracellular cytokeratin labeling shows that ExE/EPC explant culture consists of a high percentage of trophoblast cells. (C) Micrographs show *ex vivo* primary TSPC culture from floxed-control and *Gata*-DKO embryos treated with tamoxifen in the absence of FGF4. The *Gata-*DKO samples often showed reduced cell numbers, indicating abnormal proliferation of TSPCs. (D) Analysis of mRNA expression, showing significant reduction of several TSPC-specific genes in the *Gata-*DKO TSPCs compared with *Gata2*-KO and *Gata3*-KO. The expression level of a gene in control TSPCs was considered as 1. Mean±s.e., *n*=3, *P≤0.001. (E) Analysis of mRNA expression in control and *Gata-*DKO TSPCs showing altered expression of BMP4, Nodal and Wnt signaling genes that are implicated in successful gastrulation. Mean±s.e., *n*=3, *P≤0.01.

We performed gene expression analysis with these primary TSPCs after maintaining them in TSC culture conditions. We found that loss of both GATA factors often impairs the expansion of primary TSPCs (Fig. 6C) and represses mRNA expression of several TSC/TSPC-specific genes, including *Esrrb*, *Elf5* and *Cdx2* (Fig. 6D). Also, the expression of *Foxd3* (a GATA target), which is important for TSPC self-renewal (Tompers et al., 2005), was strongly downregulated in *Gata-*DKO TSPCs. By contrast, the expression of these genes was either unaltered or only marginally affected in *Gata2-*KO or *Gata3-*KO TSPCs (Fig. 6D). Interestingly, mRNA expression of *Ets2* (a GATA target) and *Tfap2c*, which are implicated in the maintenance of TSPCs in the early postimplantation embryo (Choi et al., 2012; Georgiades and Rossant, 2006; Kuckenberg et al., 2012), was not significantly altered in *Gata*-DKO TSPCs (Fig. 6D).

Collectively, our studies in *Gata*-DKO TSCs and primary TSPCs strongly indicated that functional redundancy of GATA2 and GATA3 ensures an appropriate gene expression balance to promote self-renewal and expansion of TSPCs during early postimplantation mammalian development.

### In TSPCs GATA factors regulate key signaling components that mediate embryonic-extraembryonic signaling cross-talk

How does the loss of GATA2 and GATA3 in the extraembryonic trophoblast lineage impair development at an early postimplantation stage? Postimplantation embryonic development depends on BMP4 and Nodal signaling cross-talk between TSPCs and cells of the embryo proper (Beppu et al., 2000; Brennan et al., 2001; Kimura et al., 2000; Mishina et al., 1995; Rodriguez et al., 2005; Soares et al., 2005, 2008; Tam and Loebel, 2007; Winnier et al., 1995). TSPCs produce BMP4, which is required for primitive streak development (Murohashi et al., 2010; Streit et al., 1998). TSPCs also express the convertase enzymes PCSK3 (furin) and PCSK6, which process Nodal precursors to ensure proper embryo patterning (Guzman-Ayala et al., 2004). In addition to Nodal and BMP4, TSPCs also produce other factors that regulate the Wnt signaling pathway to control postimplantation development. For example, the secretory protein dickkopf 1 (DKK1), which negatively regulates the Wnt/β-catenin pathway, is required for gastrulation (Peng et al., 2008). Also, TSPCs express porcupine homolog (*Porcn*), which is necessary for the palmitoylation and secretion of functional Wnt molecules (Biechele et al., 2013).

RNA-seq analysis confirmed that along with *Bmp4*, the expression of additional GATA targets *Pcsk6* and *Dkk1* is repressed in *Gata*-DKO TSCs (Table S2), whereas the GATA target *Porcn* is expressed at very low levels in both control and *Gata-*DKO TSCs. 

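*Pcsk6*, *Dkk1* and *Porcn* were each lower in the library labelled *Gata*-DKO, and *Dkk1* and *Porcn* were below 1 FPKM in both libraries. *Pcsk6*, on chromosome 7 of GRCm38 from 65861734 to 66050386, was at 14.2 FPKM in the library labelled control and 9.32 FPKM in the library labelled *Gata*-DKO, 1.52-fold lower. When each library was rescaled to the same total, its log2 ratio was -0.25, within 1.5-fold. *Dkk1*, on chromosome 19 from 30545863 to 30549665, was at 0.801 and 0.292 FPKM. *Porcn*, on the X chromosome from 8193848 to 8206525, was at 0.418 and 0.117 FPKM. *Furin*, which encodes the other Nodal convertase, was 2.42-fold higher at 19.7 and 47.7 FPKM, and *Nodal* was 5.39-fold lower at 2.05 and 0.381 FPKM.
Of 11 measured genes of embryonic-extraembryonic signaling, *Bmp4* among them, 4 were at least 1.5-fold higher and 6 lower. *Smad5* and *Id3*, which act downstream of BMP receptors, were 3.28-fold and 2.93-fold higher, whereas *Smad1* and *Id1* of the same pathway were 1.68-fold and 2.38-fold lower. The median log2 ratio was -0.6, at percentile 1.27 of random lists matched on expression and at percentile 4.27 of random lists not so matched. After the rescaling 4 were higher and 3 lower. Of 24 genes of the Wnt pathway, 10 were higher and 8 lower. *Wls*, required for Wnt secretion, was at 2.7 and 44.3 FPKM and *Tcf7l2* was 3.87-fold higher, whereas *Sfrp2*, which encodes a secreted Wnt inhibitor, was at 11.8 and 0.592 FPKM. *Wnt3* was at 1.24 and 0.0441 FPKM. The median of the Wnt list was 0.18, at percentile 75.3, and after centring within bins of transcript length 7 were higher and 10 lower.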

As the loss of GATA factors strongly downregulated *Bmp4*, *Pcsk6* and *Dkk1* expression in TSCs, we tested whether GATA factor loss also impairs their expression in the primary TSPCs of a postimplantation embryo. Our gene expression analysis confirmed that loss of GATA factors strongly represses *Bmp4*, *Pcsk6* and *Dkk1* expression in TSPCs (Fig. 6E). By contrast, *Porcn* expression is induced in *Gata*-DKO TSPCs (Fig. 6E). These results indicate that GATA2 and GATA3 regulate the expression of BMP4, Nodal and Wnt signaling components in TSPCs, thereby facilitating embryonic-extraembryonic signaling cross-talk during early postimplantation development.

### GATA factors promote trophoblast differentiation by activating differentiation-specific genes

In mice, attachment of chorion to the allantois gives rise to GCM1^+^ (Basyuk et al., 1999) and DLX3^+^ (Morasso et al., 1999) labyrinth trophoblast progenitors (LTPs), which differentiate to syncytiotrophoblasts within the labyrinth zone (Fig. S1). In the EPC, ASCL2^+^, PRDM1^+^ and TPBPA^+^ progenitors (Mould et al., 2012; Simmons et al., 2007; Tanaka et al., 1997) arise. These progenitors subsequently differentiate into specialized trophoblast subtypes of the junctional zone, which contains TGCs, SpT cells and glycogen trophoblasts (GlyTs) (Fig. S1). As *Gata2* and *Gata3* deletion in E7.5 embryos leads to defective development of both the labyrinth and the junctional zones, we examined whether GATA factors exert a differentiation stage-specific function by promoting the transcription of key genes during trophoblast progenitor differentiation.

The global transcriptome profile in TSCs revealed that GATA factors occupy chromatin domains of key trophoblast genes that are transcriptionally repressed in TSCs but are crucial to induce trophoblast lineage differentiation (Table S4). For example, we identified GATA factor occupancy at the chromatin domains of the GATA targets *Gcm1*, *Dlx3* and *Prdm1*, which are implicated in the development of syncytiotrophoblasts and TGCs (Basyuk et al., 1999; Berghorn et al., 2005; Hughes et al., 2004; Morasso et al., 1999; Mould et al., 2012). These genes are transcriptionally silent in TSCs (Table S4). However, their expression is induced in differentiated cultures of TSCs (Fig. 7A, Fig. S5D).

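*Gcm1* and *Prdm1* were below 1 FPKM in both libraries, and *Dlx3* was above it. *Gcm1*, on chromosome 9 of GRCm38 from 78051924 to 78065624, was at 0.207 FPKM in the library labelled control and 0.208 FPKM in the library labelled *Gata*-DKO. *Prdm1*, on chromosome 10 from 44437177 to 44528501, was at 0.075 and 0.126 FPKM. *Dlx3*, a homeobox gene on chromosome 11 from 95120119 to 95125296, was at 8.8 and 1.18 FPKM, 7.48-fold lower in the library labelled *Gata*-DKO. *Syna*, which encodes a fusogenic envelope protein of syncytiotrophoblast, was at 0.265 and 0.55 FPKM, *Synb* was listed at 0 in both libraries and *Tpbpa* was listed at 0 and at 0.113 FPKM. Of 17 measured labyrinth and syncytiotrophoblast genes, 9 were at least 1.5-fold higher and 6 lower. The amino acid transporter gene *Slc38a4* was at 11.7 and 197 FPKM, and *Pparg*, a nuclear receptor gene, at 1.25 and 17.4 FPKM. *Gcgr* was at 2.78 and 0.134 FPKM. With each library rescaled to the same total, 9 were higher and 3 lower. The median log2 ratio of the list was 0.82, at percentile 99.7 of random lists matched on expression.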

**Fig. 7.**
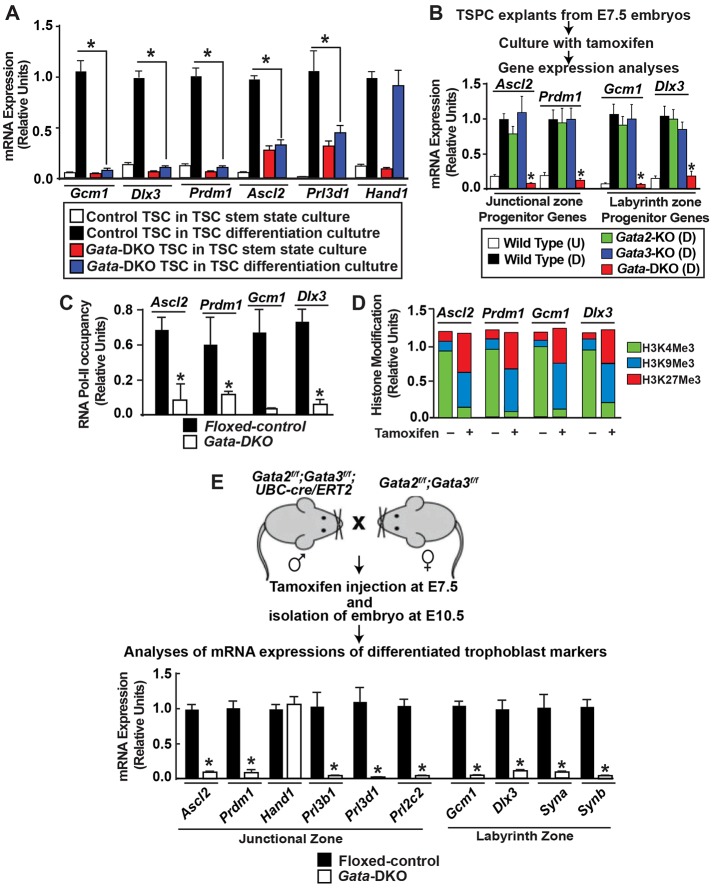
**Functional redundancy of GATA2 and GATA3 ensure proper gene expression during trophoblast progenitor differentiation.** (A) Control and *Gata*-DKO TSCs were cultured for 4 days in TSC differentiation culture conditions, and mRNA expression of trophoblast differentiation genes was determined by qRT-PCR. Mean±s.e., *n*=3, *P≤0.001. Except for *Hand1*, the induction of trophoblast differentiation markers was impaired in *Gata*-DKO TSCs. (B) Scheme of gene expression analyses in differentiating TSPCs. The plot shows impaired induction of key differentiation genes in *Gata*-DKO TSPCs. (C) RNA Pol II recruitment at promoters of key trophoblast genes in differentiating control and *Gata*-DKO TSPCs. Mean±s.e., *n*=3, *P≤0.01. (D) Maintenance of repressive histone markers (H3K9Me3 and H3K27Me3) and loss of H3K4Me3 at the promoter regions of key differentiation genes in differentiating *Gata*-DKO TSPCs. (E) Scheme of gene expression analyses in *Gata*-DKO placentae. The plot shows relative mRNA expression of trophoblast genes in control and *Gata*-DKO placentae. Mean±s.e., *n*=3 individual experiments, *P≤0.01.

We examined whether *Gcm1*, *Dlx3*, *Prdm1* and other trophoblast differentiation markers are induced in *Gata*-DKO TSCs in FGF4-free differentiating culture conditions. In particular, we wanted to test whether genes such as *Ascl2*, *Prl3d1* and *Prl3b1*, which are expressed at higher levels in *Gata*-DKO TSCs in standard TSC culture conditions, are altered in expression in differentiating culture conditions. 

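In standard TSC culture *Prl3b1*, which encodes placental lactogen II and lies on chromosome 13 of GRCm38 from 27241847 to 27249683, was listed at 0 in the library labelled control and at 0.135 FPKM in the library labelled *Gata*-DKO. The higher values of *Ascl2* and *Prl3d1* in the library labelled *Gata*-DKO were well above that level. The 2 further placental lactogen I genes, *Prl3d2* and *Prl3d3*, ran the same way, at 0.792 and 17 FPKM and at 0.367 and 12.8 FPKM, and their values are uncertain because they are near-identical to *Prl3d1*.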

Intriguingly, these gene expression analyses revealed that differentiation potential is impaired in *Gata*-DKO TSCs (Fig. 7A, Fig. S5D). *Gcm1*, *Dlx3* and *Prdm1* remained suppressed in *Gata*-DKO TSCs when cultured in differentiating condition for several days (Fig. 7A, Fig. S5D). Also, mRNA expression of *Ascl2*, *Prl3d1* and *Prl3b1* was not further induced. However, *Hand1* (a GATA target), a gene that promotes TGC differentiation (Hemberger et al., 2004), was upregulated in *Gata*-DKO TSCs. Collectively, these results indicated that GATA2 and GATA3 promote trophoblast differentiation by directly regulating the expression of key differentiation genes.

To further validate the importance of GATA-mediated gene regulation during the differentiation of trophoblast progenitors to specialized trophoblast cells, we tested gene expression in *Gata*-DKO TSPC explants. For gene expression analysis in the differentiating TSPCs we isolated ExE/EPC explants from E7.5 embryos, cultured them in differentiating culture conditions and induced GATA gene deletion with tamoxifen (Fig. 7B). Gene expression analyses confirmed that the presence of either GATA2 or GATA3 is sufficient for the induction of key trophoblast differentiation genes, namely *Ascl2*, *Prdm1*, *Gcm1* and *Dlx*3 (Fig. 7B). However, the loss of both GATA2 and GATA3 impaired induction of these genes during the differentiation of TSPCs to specialized trophoblast cells (Fig. 7B). Furthermore, analysis of their chromatin domains in TSPCs revealed that loss of both GATA factors impaired RNA polymerase II (Pol II) recruitment and maintained repressive histone marks at these gene loci (Fig. 7C,D).

We also assessed gene expression in differentiated trophoblast cells of *Gata*-DKO placentae (Fig. 7E). Similar to the TSPC explant cultures, there was strong repression of *Gcm1*, *Prdm1*, *Dlx3* and *Ascl2* in *Gata-*DKO placentae (Fig. 7E). Loss of GATA factors strongly inhibited the expression of other TGC-specific genes including *Prl3b1*, *Prl3d1* and *Prl2c2* (Fig. 7E), an observation previously reported with individual GATA gene knockout placentae (Ma et al., 1997). Expression of syncytin A (*Syna*) and syncytin B (*Synb*), which are essential for labyrinth trophoblast syncytialization (Dupressoir et al., 2005, 2009, 2011), was also strongly repressed in *Gata*-DKO placentae. However, similar to *Gata*-DKO TSCs, expression of *Hand1* was not significantly altered in *Gata*-DKO placentae.

In summary, gene expression analysis in the TE, TSCs and primary trophoblast populations provided developmental snapshots of gene regulatory mechanisms of GATA2 and GATA3 during trophoblast lineage development. The loss-of-function analysis in *Gata*-DKO TSCs, TSPCs and placentae showed that the functional redundancy of GATA2 and GATA3 not only maintains trophoblast stem-state genes in TSPCs, but is also important to ensure the induction of key genes that initiate trophoblast progenitor differentiation to specialized trophoblast cells during placentation.

## DISCUSSION

Recently, multiple studies have implicated GATA2 and GATA3 in orchestrating gene expression patterns during trophoblast development (Bai et al., 2011; Home et al., 2009; Ma and Linzer, 2000; Ma et al., 1997; Ralston et al., 2010; Ray et al., 2009). However, owing to the lack of an overt phenotype in individual gene knockouts, the importance of trophoblast cell-specific GATA function during early mammalian development was difficult to interpret. Here, by studying a dual gene knockout model, we show that trophoblast-specific GATA2 and GATA3 functions are essential at multiple stages of early embryonic development. Our analyses also revealed that both GATA2 and GATA3 directly regulate a large number of trophoblast genes. These findings strongly support a complementary role of GATA2 and GATA3 during trophoblast development and explain the lack of an overt trophoblast phenotype in individual knockout studies.

Unlike *Gata2*-KO preimplantation embryos, *Gata3*-KO preimplantation embryos show a partial defect in blastocyst maturation, which is surprising as ChIP-seq analyses revealed that ∼90% of the GATA3 target genes in TSCs are also GATA2 targets. However, the ChIP-seq studies in TSCs provided snapshots of GATA factor binding at their chromatin targets in a large cell population. Thus, it is possible that during blastocyst maturation GATA3 and GATA2 exhibit dynamic chromatin occupancy, with more genes being bound by GATA3. Alternatively, a few genes that are selectively regulated by GATA3 might be more important for blastocyst maturation. Nevertheless, blastocyst formation in most of the *Gata2*-KO and the majority of *Gata3*-KO preimplantation embryos supports a functional redundancy of GATA2 and GATA3 during blastocyst maturation.

Developmental snapshots of gene expression in *Gata*-DKO TSCs and TSPCs showed that temporal fine-tuning of gene expression by GATA2/GATA3 regulates distinct stages of trophoblast development. For example, expression of *Prl3b1* and *Ascl2* is induced in *Gata*-DKO TE. By contrast, these genes are repressed in *Gata*-DKO differentiated trophoblast cells. These findings imply that GATA2 and GATA3 orchestrate trophoblast lineage development by ensuring developmental stage-specific gene expression patterns. How GATA factors fine-tune temporal gene expression in trophoblast cells is a subject of further study. One hypothesis is that, in response to different cellular signaling, GATA2/GATA3 form distinct protein-protein complexes at different chromatin domains, leading to alternative transcriptional outcomes. Also, pioneer transcription factors are known for RNA Pol II recruitment at both poised and transcribed genes (Hsu et al., 2015). Thus, it will be interesting to identify how GATA-dependent mechanisms regulate trophoblast chromatin at different stages of development and whether these mechanisms are conserved in multiple mammalian species, including human.

Interestingly, unlike labyrinth trophoblast and SpT cells, the development of TGCs, including parietal TGCs that separate the developing placenta from the maternal decidua, was not overtly affected in *Gata*-DKO placentae. Studies with mouse TSCs indicated that TGC development might be a default pathway, as withdrawal of FGF4 and other TSC self-renewal factors promotes the spontaneous differentiation of TSCs to TGCs (Tanaka et al., 1998). Also, expression of HAND1, a factor implicated in TGC development (Hemberger et al., 2004), is not dependent upon GATA factors. Thus, TGC development during mouse placentation is not absolutely dependent on GATA factor function. However, GATA2 and GATA3 are expressed in TGCs and regulate the expression of the TGC-specific genes *Prl2c2*, *Prl3d1* and *Prl3b1* (Ma et al., 1997). Thus, GATA factors might be important to maintain proper TGC functions that include the production of placental hormones and other secretory molecules to ensure the progression of pregnancy. Also, GATA2/GATA3 function might be important in the development of other TGC subtypes, including the invasive trophoblast population. Future studies with TGC-specific *Gata2*/*Gata3* deletion will provide more in-depth information regarding their importance in TGCs.

Another interesting finding is the complete lack of blood development in *Gata*-DKO placenta and embryo when gene deletion is induced at E7.5. The placenta is a major site of hematopoiesis and the placental hematopoiesis in mice begins after E9.0, when definitive multilineage progenitors appear (Alvarez-Silva et al., 2003). By contrast, mature hematopoietic stem cells in the embryo proper are first found at ∼E10.5 (Gekas et al., 2005; Ottersbach and Dzierzak, 2005). Although previous studies (Minegishi et al., 1998; Shi et al., 2014) reported that *Gata2* mRNA and protein are expressed in the lateral mesoderm of the ∼E7.5-8.0 mouse embryo, we found that at ∼E7.5 GATA2 and GATA3 proteins are mainly expressed in trophoblast cells (Fig. 1C). At this stage, no hematopoietic cell exists in the embryo proper or in the placenta. Also, *Gata*-DKO embryos under that experimental condition do not mature beyond E9.5, a developmental stage before the augmentation of definitive hematopoiesis in the embryo proper. Thus, it is possible that trophoblast cell-specific GATA function is required for proper hematopoiesis during embryonic development, a hypothesis that awaits future studies of GATA gene deletion in specific trophoblast cell types.

## MATERIALS AND METHODS

### Derivation of mouse TSC lines

*Gata2^f/f^;Gata3^f/f^;UBC-cre/ERT2/+* TSCs were established from E3.5 blastocysts according to the protocol of Tanaka et al. (1998) and cultured in the presence of FGF4 and heparin. *Gata2* and *Gata3* floxed alleles were efficiently excised from *Gata2^f/f^;Gata3^f/f^;UBC-cre/ERT2* TSCs by culturing the cells in the presence of tamoxifen (1 μg/ml). *Gata2^f/f^* and *Gata3^f/f^* TSCs were established in a similar fashion. Gene deletions were induced in these cell lines by transient transfections with Puro.Cre empty vector (Addgene plasmid 17408) (Kumar et al., 2008) according to a protocol described previously (Home et al., 2009). All cell lines were confirmed negative for contamination.

### Generation of conditional knockout mouse strains

All procedures were performed after obtaining IACUC approvals at the University of Kansas Medical Center. Female *Gata2^f/f^* mice (Charles et al., 2006) were mated with B6;129S-Tg(*UBC-cre/ERT2*)1Ejb/J male (JAX Lab, stock 007001) (Ruzankina et al., 2007) in order to generate *Gata2^f/+^;UBC-cre/ERT2*. In the next step, *Gata2^f/+^;UBC-cre/ERT2* female mice were bred with *Gata2^f/+^;UBC-cre/ERT2* males to generate *Gata2^f/f^;UBC-cre/ERT2*. Similarly, female *Gata3^f/f^* mice (Zhu et al., 2004) were used to generate *Gata3^f/f^;UBC-cre/ERT2*. Again, *Gata2^f/f^;UBC-cre/ERT2* and *Gata3^f/f^;UBC-cre/ERT2* mice were crossed to generate *Gata2^f/+^;Gata3^f/+^;UBC-cre/ERT2*. Subsequently, *Gata2^f/+^;Gata3^f/+^;UBC-cre/ERT2* males and females were crossed to generate the *Gata2^f/f^;Gata3^f/f^;UBC-cre/ERT2* strain.

### GATA gene deletion in postimplantation embryos

For gene deletion in postimplantation embryos, matings were set between *Gata2^f/f^;UBC-cre/ERT2* males and *Gata2^f/f^* females, *Gata3^f/f^;UBC-cre/ERT2* males and *Gata3^f/f^* females, and *Gata2^f/f^;Gata3^f/f^;UBC-cre/ERT2* males and *Gata2^f/f^;Gata3^f/f^* females. Once copulation plugs were confirmed (E0.5), intraperitoneal injections of 200 µl tamoxifen solution (10 mg/ml in corn oil) were administered on desired days for each of the females.

### Collection, culture and GATA gene deletion in preimplantation embryos

One-cell stage mouse embryos were harvested according to a published protocol (Home et al., 2012; Saha et al., 2013) and were cultured in KSOM (Millipore) in the presence or absence of 1 μg/ml tamoxifen at 37°C in a humidified chamber, maintained at 5% CO_2_ and 5% oxygen. For gene deletion using Cre recombinase-expressing vector, one-cell embryos were subjected to perivitelline space microinjection with lentiviral vectors expressing Cre recombinase. Further details are provided in the supplementary Materials and Methods.

### Explant culture of ExE/EPC

ExE/EPC regions were harvested from E7.5 pregnancies and cultured with or without FGF4 and heparin. Cultures were treated with tamoxifen to induce gene deletions. Outgrowths were allowed to grow for 72-96 h before RNA was prepared.

### TSC injections in embryos

*Gata*-DKO and control TSCs were transfected with pLKO.3G (Addgene plasmid 14748) and cell sorted (flow cytometry is described in the supplementary Materials and Methods) for strong GFP expression. Sorted cells were cultured in the presence or absence of tamoxifen. Gene deletions were confirmed by PCR. Eight to ten TSCs were microinjected into morulae or very early stage blastocysts using standard techniques. Embryos were allowed to grow to expanded blastocyst stage and micrographed for GFP fluorescence.

### First-trimester human placental tissue

De-identified and discarded first-trimester placental tissues were obtained from the Research Centre for Women's and Infants' Health (RCWIH) BioBank, Toronto, Canada after obtaining Institutional IRB approval from the University of Kansas Medical Center and Mount Sinai Hospital, Toronto, Canada.

### Genotyping, RT-PCR and immunofluorescence analyses

For genotyping, genomic DNA was prepared using tail tissue. Quantitative RT-PCR (qRT-PCR) analyses and immunofluorescence were performed following published protocols (Home et al., 2012; Saha et al., 2013). Further details are provided in the supplementary Materials and Methods. Oligonucleotides and antibodies are detailed in Tables S5 and S6.

### RNA-seq and ChIP-seq analyses

RNA-seq analyses were performed using the Illumina Genome Analyzer II platform with libraries that were prepared with purified mRNAs from control and *Gata*-DKO TSCs. Quantitative ChIP and ChIP-seq analyses were performed following published protocols (Home et al., 2009; Home et al., 2012). Further details are provided in the supplementary Materials and Methods.

### Statistical analyses

Independent data sets were analyzed by analysis of variance (ANOVA) using Student's *t*-test and are presented as mean±s.e.

How the deposited data were processed for this re-analysis (not part of the article)

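RNA-seq of mouse TSCs was examined, with 1 library labelled control and 1 library labelled *Gata*-DKO. The authors deposited FPKM values, scaled to transcript length and to the number of mapped fragments. The submitters' processing notes name STAR, Cufflinks and Cuffdiff and the builds GRCm38 and mm10. Their versions, the annotation and any scaling between the libraries are not given in the sources used here. The table held 37101 rows with 33565 symbols. Rows that join several genes of 1 locus were kept as deposited. Values of a gene on such a row cannot be told from those of its neighbors.

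From the deposited FPKM, log2 ratios of (FPKM + 0.1), library labelled *Gata*-DKO over library labelled control, were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Genes with an FPKM of at least 1 in at least 1 library were counted when at least 1.5-fold apart, the size the paper uses. A gene that reached 1 FPKM in only 1 library could be counted only as higher in that library. Folds printed in the text are plain ratios of the deposited values, and no fold is given where a gene is listed at 0. As there was 1 library per condition, no test, SD or p-value was computed, and leaving out replicates was not possible. The FPKM table gives no read numbers, so no counting interval is given for any FPKM or fold. The bootstrap intervals given for length and GC content are over genes. A value of 0 can be a failed estimate, so it is reported as listed at 0. The libraries' values correlated across the 16327 rows above 0 in both (Spearman 0.93, across genes, which are not independent replicates).

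Before the data were examined, 25 gene lists were written down, covering the GATA family, TSC stem state, FGF-ERK response, prolactin family, TGC, spongiotrophoblast, labyrinth, embryonic-extraembryonic signaling, Wnt, S and M phase, p53 targets, hypoxia, migration, angiogenesis, cholesterol synthesis, fibroblast, epiblast, primitive endoderm, mesoderm and blood, epithelial, reference, mitochondrial, interferon, stress response and imprinted genes. Of 457 genes on them or named in the paper, 453 were found, 2 under an older symbol. Some genes stand on several lists. Each list's median log2 ratio was placed among 10000 random lists of the same size matched on mean expression in 20 bins. In simulated data over 12441 genes, 10 of 10 lists of 20 genes changed 1.5-fold lay in the highest 2.5% of random lists, and 9 of 100 lists of unchanged genes lay in the highest or lowest 2.5%. At 3-fold these numbers were 10 of 10 and 6 of 100. The simulated ratios were independent, had no length trend and spread less than the measured ones, of which 55.8% were at least 1.5-fold apart. These rates therefore need not hold for the measured lists.

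The genes named were fixed by a rule: every gene the paper names, the 12 highest and 12 lowest log2 ratios among rows with an FPKM of at least 5 in at least 1 library, and up to 4 members of each list, the 2 highest and the 2 lowest. Predicted genes, pseudogenes, small non-coding RNAs and duplicated symbols were left out of the 12 highest and lowest. Some small RNAs whose names the rule had not listed were left out as members of the same class. Further members are named where they are well-known markers, and these were chosen after their values were seen.

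The alternatives set before the data were examined were pseudocounts of 1 and 0.01, plain ratios, no filter, a filter on the mean, a filter of 5 FPKM in at least 1 library, rescaling to a common total, centring on the median or on a trimmed mean, upper-quartile scaling, thresholds of 2-fold and 3-fold, rows of 1 symbol summed and random lists not matched. Centring within 20 bins of transcript length was added after the values were seen. It used the longest protein-coding transcript of each gene in GENCODE M21, found for 10655 of the 12576 counted rows (84.7%). On a simulated length trend over 10393 genes, it took the gap between the longest and shortest quintile from 1.0 to 0. Gene positions are from GENCODE M21 on GRCm38. ChIP-seq data, Tables S1 to S4 and Fig. S5 were not analysed here.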

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

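Tests of p53 targets and of fibroblast collagens were chosen after the interferon genes had been seen, and the test of library origin before. The lists were not analysed as such in the paper.

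Genes of the interferon response, which the paper does not discuss, were above the library labelled control in the library labelled *Gata*-DKO. All 13 measured members of the list were at least 1.5-fold higher, under each scaling tried, with a median log2 ratio of 3.96 at percentile 100 of random lists matched on expression. Their median FPKM was 1.9 in the library labelled control and 23 in the library labelled *Gata*-DKO. *Ifit1*, *Oasl2*, *Rsad2*, *Usp18* and *Mx2* were below 1 FPKM in the library labelled control, so they could not have been counted as lower. *Usp18* was 71.6-fold higher, *Ifi27* (listed as Ifi27l1) 33.5-fold, *Ifih1* 4.37-fold and *Bst2* 2.11-fold. Fibroblasts carried over from conditioned medium, which the sample labels name, are argued against by *Col1a1*, *Col1a2* and *Col3a1*, the highest of which was at 0.435 FPKM in the library labelled *Gata*-DKO. A DNA damage response through p53 after Cre activation stays open in part. The median log2 ratio of the p53 target list, -0.17, lies 0.75 below 1.5-fold, which is less than the interquartile range of its members, 0.89. The interquartile range measures the spread of the members and not the uncertainty of their median. A narrower bound first written for this test, 0.5 of that range, is passed, and so is the whole range with ratios centred within bins of transcript length, where the gap is 1.08 and the range 0.5, all chosen after the values were seen, so these values argue against a rise of most targets but not against a response that raises few of them. That the 2 libraries come from TSC lines of different origin stays open too, because lines of different origin can share a sex: of *Xist* and the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, 0 stood at 5 FPKM or more in one library and below 0.1 FPKM in the other, with *Xist* at 108 and 157 FPKM. An effect of GATA2 and GATA3 loss on these genes was not tested. By the labels only *Gata*-DKO cells were treated with 4-hydroxytamoxifen. With 1 library per condition, the deletion, the drug, Cre activation and culture are confounded.

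Of 19 measured p53 targets, 1 was at least 1.5-fold higher and 7 lower, at percentile 30. With ratios centred within bins of transcript length their median was -0.49, at percentile 0.765. The highest and lowest were *Rrm2b* 2.24-fold and *Sesn1* 1.47-fold higher, and *Gdf15* 10.6-fold and *Ddit4l* 5.73-fold lower. Of 6 measured fibroblast markers, 2 were higher and 3 lower, with a median of -0.54 at percentile 32.7. *Pdgfra* was 6.17-fold and *Col6a1* 3.13-fold higher, and *Thy1* 9.17-fold and *Col5a1* 2.4-fold lower.

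Of 16 measured imprinted genes, 10 were at least 1.5-fold higher in the library labelled *Gata*-DKO, 3 lower and 3 within 1.5-fold, with a median log2 ratio of 0.87 at percentile 100. After centring within bins of transcript length, 5 of the 13 with a length were higher and 3 lower, and the median was 0.39 at percentile 95.3. *Ascl2* was among the highest with *Peg10*, 7.14-fold higher, and the lowest were *Snrpn*, 3.49-fold lower on a row shared with *Snurf*, and *Mest*, 1.61-fold lower. Epithelial and trophoblast identity genes had a median log2 ratio of 0.49, with 8 of 18 higher and 5 lower, at percentile 99.6. Among random lists not matched on expression it stood at percentile 94.1. After the length centring 4 were higher and 3 lower, with a median of 0.2 at percentile 85.6. *Tfap2a* was 8.64-fold and *Krt19* 4.8-fold higher, and *Cldn6* 2.54-fold and *Cldn7* 2.11-fold lower.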

How the results depend on the processing

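No paired analysis was possible because there is 1 library per condition, and no replicate could be left out. Of the counts of 3682 genes higher, 3340 lower and 7022 apart, a threshold of 2-fold gave 2137, 2057 and 4194, and a threshold of 3-fold 1016, 1159 and 2175, as fewer genes pass a larger size by construction. With no filter on low values 5494 were lower and 10808 apart, and with a filter of 5 FPKM 2142 were lower, as more or fewer rows were counted. Under the other alternatives the 3 counts stayed within 1.5 times, and rescaling to the same total, with 5507 higher and 2260 lower, came close to that bound. The median log2 ratio of all counted genes was 0.05, and 0.41 after that rescaling or -0.11 after upper-quartile scaling. Of the TSC stem-state genes 6 were lower, and 3 at 3-fold. Neither *Gata2* nor *Gata3* was 1.5-fold lower under any alternative. No gene named by the rule that was 1.5-fold apart changed direction under another pseudocount, scaling or length centring. A pseudocount cannot reverse a direction, and no scaling shifted the ratios by as much as 1.5-fold. Only the length centring could therefore have reversed such a gene. Of all 138 genes named by the rule, a pseudocount of 1 moved 53 by over 1.5-fold or across that size, rescaling 13, and the length centring 29 of the 128 that could be centred. The lists in the highest or lowest 2.5% of random lists numbered 12, 11 with random lists not matched and 15 after the length centring, which was chosen after the values were seen. Rescaling to the same total also gave 10 epithelial genes higher and 2 lower, 1 imprinted gene lower, 6 stress response genes higher, 2 p53 targets higher and 1 cholesterol synthesis gene lower. These shifts follow the FPKM sums, 968307 in the library labelled control and 758029 in the library labelled *Gata*-DKO. The *Eef1a1* row held 317244 and 120541 of them, and the next highest row, *Mir5105*, 75831 and 106705. Why these rows differ was not tested. Depth limits low genes, for which the table gives no read numbers.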

Differences from the paper's values

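The paper states 9775 genes altered by at least 1.5-fold, and 7022 were at least 1.5-fold apart here. The paper's text does not name a filter or pseudocount. Plain ratios over genes above 0 in both libraries gave 9574 and no filter on low values 10808, whereas a pseudocount of 1 gave 6344, a filter on the mean 6454 and a filter of 5 FPKM 5033.

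Among the genes of Fig. 5G, the folds of *Bmp4* (3.5), *Prl3d1* (32.9), *Prl2a1* (18) and *Ascl2* (9.02) match those the figure prints. *Elf5*, described in the paper as strongly repressed, was 1.49-fold lower here, under the paper's own size of 1.5-fold, against about 1.9 in Fig. 5G, read by eye. It was 1.55-fold lower when centred on the median or on the trimmed mean and 1.67-fold lower with upper-quartile scaling, but 1.17-fold lower with each library rescaled to the same total. *Esrrb* was 2.26-fold lower against about 2.5 in Fig. 5G, read by eye, and 2.53-fold lower with upper-quartile scaling. Those alternatives were set before the data were examined, and under upper-quartile scaling *Bmp4*, whose deposited fold matches the figure, was 3.92-fold lower.

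The paper states that *Gcm1*, *Dlx3* and *Prdm1* are silent in TSCs, whereas *Dlx3* was at 8.8 FPKM in the library labelled control. *Gcm1* was at 0.207 FPKM and *Prdm1* at 0.075 FPKM there. The paper states that *Prl3b1* is expressed at higher levels in *Gata*-DKO TSCs, and it was listed at 0 and at 0.135 FPKM here. *Pcsk6*, described as repressed, was 1.52-fold lower here.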

Other observations

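The test of the authors' division by length and the tests of swapped labels and of RNA left from undeleted exons were chosen after the values had been seen, and the others before.

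Cholesterol synthesis and stress response genes differed little on balance. Of 21 measured cholesterol synthesis genes, 6 were at least 1.5-fold higher and 2 lower, with a median log2 ratio of -0.06 at percentile 15.6. The LDL receptor gene *Ldlr* was 4.46-fold and *Stard4* 2.22-fold higher, and *Nsdhl* was 2.13-fold and *Ebp* 1.74-fold lower. Of 16 genes of the unfolded protein and integrated stress responses, 3 were higher and 4 lower, with a median of -0.1 at percentile 28. *Atf5* was 2.53-fold and *Atf3* 2.06-fold higher, and *Sdf2l1* was 2.95-fold and *Chac1* 2.68-fold lower. Of the 4 rows that hold mitochondrially encoded genes, 2 were higher, *mt-Nd6* 2.63-fold and *mt-Cytb* 1.84-fold, with a median of 0.61 at percentile 97. With ratios centred within bins of transcript length 3 were higher, with a median of 1.15 at percentile 99.7. The GATA family list had a median of 0.19 at percentile 64.1.

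For TSPCs the paper reports *Cdx2* and *Foxd3* repressed and *Ets2* and *Tfap2c* not significantly altered in *Gata*-DKO cells. In the TSC libraries *Cdx2* was at 36.4 FPKM in the library labelled control and 33.9 FPKM in the library labelled *Gata*-DKO, *Eomes* at 133 and 142 FPKM, and *Foxd3* was listed at 0 in both. *Ets2* was at 31 and 106 FPKM and *Tfap2c* at 169 and 259 FPKM. *Hand1*, which the paper reports in differentiating TSCs, was at 957 and 958 FPKM.

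*Gata2* was higher and the row of *Gata3* was not lower in the library labelled *Gata*-DKO, where RNA left from the undeleted exons of *Gata2*, transcribed as in the control, is argued against by the ratio of 8.08, whereas for the row of *Gata3*, with a ratio of 0.964, such RNA stays open. That the 2 labels are swapped stays open: 6 of the 6 genes of Fig. 5G run the paper's way with the labels as they are, but the paper's values come from the same libraries, and its qRT-PCR in TSCs (Fig. S5C) was not analysed here. Most of the changes that the paper shows in stem-state TSCs, preimplantation embryos and TSPCs in TSC culture run with the labels. They are *Ascl2*, *Prl3d1* and *Dlx3* in stem-state TSCs (Fig. 7A, read by eye) and *Ascl2*, *Prl3b1* and *Elf5* in preimplantation embryos (Fig. 2E). In TSPCs they are *Esrrb*, *Elf5*, *Bmp4*, *Pcsk6* and *Dkk1* (Fig. 6D,E). Of all these genes, *Elf5* is within 1.5-fold here. *Prl3b1*, listed at 0 and at 0.135 FPKM, and *Dkk1* are below 1 FPKM in both libraries. The loss of stem-state colonies (Fig. 5A) is not something that RNA values of these libraries measure. *Porcn* and *Prdm1*, also below 1 FPKM in both, run against the labels, and *Cdx2*, *Eomes* and *Foxd3*, repressed in the paper's measures, were near level or listed at 0 here. In differentiating TSPCs and placentae (Fig. 7B,E) the paper reports *Ascl2* impaired or repressed, and in placentae also *Prl3d1*, *Prl3b1* and *Prl2c2* repressed, opposite to the direction here. *Dlx3*, repressed there too, runs the same way. Those cells were differentiating or differentiated, and the paper takes such opposite directions of *Ascl2* and *Prl3b1* to imply regulation by developmental stage. A different origin of the 2 lines stays open as well, with 0 of the sex-linked genes examined apart between the libraries, and a change in *Gata2* transcription after the deletion was not tested.

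The ratios followed transcript length (Spearman 0.37 across 10655 genes, which are not independent replicates). A length bias between the libraries may contribute: the median log2 ratio of the longest quintile exceeded that of the shortest by 1.1 (95% bootstrap interval over genes 1.04 to 1.16), a test that measures the trend itself and does not name its source. GC content is argued against, with a difference of -0.04 between the highest and lowest quintile of GC within the middle quintile of length (-0.17 to 0.09). The authors' division by length is argued against too, as the value of a single read differed between genes over 4 kb (71 genes) and under 0.8 kb (167 genes) by only 0.02 (0.01 to 0.04) on the log2 scale. The lists do not decide whether a few pathways of long or short genes make the trend. Length and ratio correlated above 0 in 12 of 18 lists with at least 10 members (66.7%). The quintile medians, from shortest to longest -0.48, -0.1, 0.15, 0.34 and 0.62 over 2131 genes each, argue against a few small pathways as its whole source. An effect of the deletion on long and short genes was not tested and cannot be separated from a difference between 2 single libraries.

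Ribosomal protein genes, whose transcripts are short, had a median log2 ratio of -0.79 over 77 genes, with 52 at least 1.5-fold lower and 9 higher, and of -0.2 with ratios centred within bins of transcript length. The first median lies beyond 1.5-fold, the size written for a general change of these genes before it was computed, and the second does not. At least 3-fold, 8 were higher and 5 lower, and whether pseudogenes that share their reads account for these was not tested.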
